# Single-cell full-length total RNA sequencing uncovers dynamics of recursive splicing and enhancer RNAs

**DOI:** 10.1038/s41467-018-02866-0

**Published:** 2018-02-12

**Authors:** Tetsutaro Hayashi, Haruka Ozaki, Yohei Sasagawa, Mana Umeda, Hiroki Danno, Itoshi Nikaido

## Abstract

Total RNA sequencing has been used to reveal poly(A) and non-poly(A) RNA expression, RNA processing and enhancer activity. To date, no method for full-length total RNA sequencing of single cells has been developed despite the potential of this technology for single-cell biology. Here we describe random displacement amplification sequencing (RamDA-seq), the first full-length total RNA-sequencing method for single cells. Compared with other methods, RamDA-seq shows high sensitivity to non-poly(A) RNA and near-complete full-length transcript coverage. Using RamDA-seq with differentiation time course samples of mouse embryonic stem cells, we reveal hundreds of dynamically regulated non-poly(A) transcripts, including histone transcripts and long noncoding RNA *Neat1*. Moreover, RamDA-seq profiles recursive splicing in >300-kb introns. RamDA-seq also detects enhancer RNAs and their cell type-specific activity in single cells. Taken together, we demonstrate that RamDA-seq could help investigate the dynamics of gene expression, RNA-processing events and transcriptional regulation in single cells.

## Abstract (web summary)

Total RNA sequencing has been used to profile poly(A) and non-poly(A) RNA expression, processing and the activity of enhancers. Here the authors develop RamDA-seq, a method for full-length total RNA sequencing in single cells.

## Introduction

Total RNA sequencing (total RNA-seq) provides rich information on biological systems in addition to the abundance of mRNAs. First, total RNA-seq can measure not only poly(A) but also non-poly(A) RNAs, including nascent RNAs, histone mRNAs, long noncoding RNAs (lncRNAs), circular RNAs (circRNAs), and enhancer RNAs (eRNAs)^1–7^. Non-poly(A) RNAs are dynamically regulated and involved in important biological processes^3,4,8,9^. For example, measurement of eRNAs, which are mostly non-poly(A)^7,10^, using total RNA-seq has provide insights into transcriptional regulation^6,7,8,10^. Second, total RNA-seq also has contributed to the detection of important RNA-processing events, including alternative and aberrant RNA splicing, and intron retention in cell differentiation and diseases^11^. Recently, multistep splicing (recursive splicing (RS), nested splicing, and re-splicing) has been discovered in vertebrates^12–14^. Based on the achievements made by total RNA-seq, development of a single-cell total RNA-seq method would be expected to help us fully investigate these molecular events in single cells.

Ideal single-cell total RNA-seq would have high sensitivity, especially to non-poly(A) RNAs, to fully capture transcriptome in single cells because the expression of lncRNAs and eRNAs, which are mainly non-poly(A)^15,16^, is generally low^17^. Likewise, since pre-mRNAs generally contain intronic regions that are longer than exonic regions^1^, unbiased amplification of full-length coverage along transcripts is essential to detect RNA-processing events such as co-transcriptional splicing and RS.

Thus far, much effort has been made to develop single-cell RNA-seq (scRNA-seq) methods with full-length coverage or sensitivity to non-poly(A) RNAs. Several scRNA-seq methods combining oligo-dT priming and template switching have been reported to provide full-length coverage of transcripts^18,19^. However, these methods are targeted at only poly(A) RNAs due to oligo-dT priming. Recently, SUPeR-seq, which employs specialized random primers conjugated to poly(T), was reported to detect non-poly(A) RNAs, including circRNAs^20^. Nonetheless, SUPeR-seq shows relatively low sensitivity with non-poly(A) RNAs (20–30%)^20^, which leaves room for developing scRNA-seq methods with higher sensitivity to non-poly(A) RNAs. In addition, how to reduce the sequence derived from ribosomal RNAs (rRNAs) that accounts for most of the total RNA is a major task for establishing single-cell total RNA-seq. This issue is encountered because scRNA-seq uses a trace amount of total RNA as a template, and it is difficult to apply general rRNA-depletion methods that cause loss of RNA. Altogether, a single-cell total RNA-seq method with both full-length transcript coverage and high sensitivity for non-poly(A) RNAs remains to be developed.

scRNA-seq methods consist of various steps (Supplementary Fig. 1). The sensitivity of the method is the product of the efficiency of each step. Therefore, the number of steps and the sensitivity are inversely proportional. According to the conventional method, molecules that have not been captured in the reverse transcription (RT) step or have not been converted to the amplifiable form after the second-strand synthesis cannot become sequencing library DNA no matter how much the amplification method is improved. Therefore, it is necessary to simplify an experimental procedure, to use RT with high capture efficiency and to amplify the cDNA as early step as possible. To satisfy these conditions, we decided to use a novel RT technology: RT with random displacement amplification (RT-RamDA).

Herein, we developed the first, to our knowledge, full-length single-cell total RNA-seq method, which we named random displacement amplification sequencing (RamDA-seq), by combining RT-RamDA and not-so-random primers (NSRs). RT-RamDA provides global cDNA amplification directly from RNA during RT, which benefits RT efficiency, simplifies the procedure, and decontaminates genomic DNA. NSRs enables random priming while preventing cDNA synthesis from rRNAs^21,22^. Using diluted total RNA, we confirm that RamDA-seq is single-cell total RNA-seq, which has high sensitivity to non-poly(A) and full-length coverage for extremely long transcripts exceeding 10 kb. We applied RamDA-seq to mouse embryonic stem cells (mESCs) undergoing differentiation and find cell state-dependent expression of known and novel non-poly(A) RNAs, including the extremely long non-poly(A) isoform of *Neat1*, a mammalian-specific lncRNA. Furthermore, we discover RS within >300-kb introns in single cells. Finally, RamDA-seq enables genome-wide analysis of eRNAs in single cells, which reveals the cell type-specific activity and potential regulators of the detected eRNAs. Our results suggest that RamDA-seq will provide insight into the dynamics of gene expression, transcriptional regulation, and RNA processing at the single-cell level.

## Results

### The principle and approach of RamDA-seq

RamDA-seq consists of two fundamental techniques: a novel RT technology, RT-RamDA; and NSRs. First, RT-RamDA is a whole-transcriptome amplification (WTA) method that amplifies cDNAs directly from an RNA template (Hayashi et al., submitted). This method uses the nuclease activity of DNase I to introduce nicks in the cDNA and randomly displaced strands to amplify the cDNA during RT by RNase H minus reverse transcriptase. The use of the T4 gene 32 protein, a single-stranded DNA-binding protein, promoted strand displacement and protected the amplified cDNA against degradation by DNase I (Fig. 1a, Supplementary Fig. 1, and Supplementary Note 1 and 2). These events occurred continuously and consequently increased cDNA yields globally more than 10-fold (Fig. 1b) (Hayashi et al., submitted). Second, we used NSRs rather than N6 random primers to reduce the rRNA sequence^21,22^. NSRs are designed to avoid synthesizing cDNA from the rRNAs by removing 6-mers that exactly match the rRNA sequences from N6 random primers. Therefore, the use of NSRs enables the application of RT-RamDA for scRNA-seq.

**Fig. 1:**
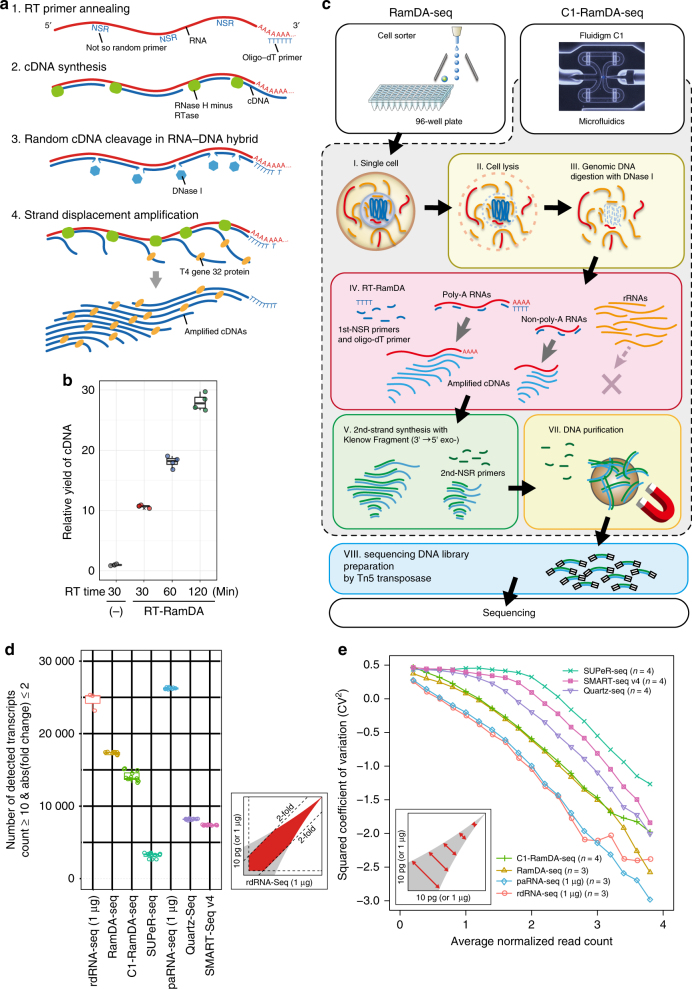
Overview of RT-RamDA and single-cell RamDA-seq. **a** Schematic diagram of RT-RamDA. 1. RT primers (oligo-dT and not-so-random primers) anneal to a RNA template. 2. Complementary DNA (cDNA) is synthesized by the RNA-dependent DNA polymerase activity of RNase H minus reverse transcriptase (RTase). 3. Endonuclease (DNase I) selectively nicks the cDNA of the RNA:cDNA hybrid strand. 4. The 3′ cDNA strand is displaced by the strand displacement activity of RTase mediated by the T4 gene 32 protein (gp32), starting from the nick randomly introduced by DNase I. cDNA is amplified as a displaced strand and protected by gp32 from DNase I. **b** Relative yield of cDNA molecules using RT-qPCR (*n* = 4). Mouse ESC total RNA (10 pg) was used as a template, and 1/10 the amount of cDNA was used for qPCR. The relative yield was calculated by averaging the amplification efficiency of four mESC (*Nanog*, *Pou5f1*, *Zfp42*, and *Sox2*) and three housekeeping (*Gnb2l1*, *Atp5a1*, and *Tubb5*) genes using a conventional method (−) as a standard. **c** Schematic diagram of RamDA-seq and C1-RamDA-seq. For details, please refer to the Methods section. **d** Number of detected transcripts with twofold or lower expression changes against rdRNA-seq (count ≥ 10). For the boxplots in **b** and **d**, the center line, and lower and upper bounds of each box represent the median, and first and third quartiles, respectively. The lower (upper) whisker extends to smallest (largest) values no further than 1.5 × interquartile range (IQR) from the first (third) quartile. **e** Squared coefficient of variation of the read count. All conditions were adjusted, and 10 million reads were used in **d** and **e**. Transcripts were annotated by GENCODE gene annotation (vM9)

We established the proper cell lysis conditions needed to expose nuclear-enriched non-poly(A) RNAs and remove genomic DNA before performing random priming-based RT (Methods section, Supplementary Fig. 2, and Supplementary Note 3). We also confirmed that the RamDA-seq protocol did not produce a library of DNA derived from genomic DNA or environmental DNAs (Supplementary Fig. 3).

We successfully established RamDA-seq on cell sorter-based microplate and Fluidigm C1 platforms, the latter of which is an automatic sample preparation system for single cells (RamDA-seq and C1-RamDA-seq, respectively; Fig. 1c).

### RamDA-seq shows high sensitivity and reproducibility

To critically assess the performance of our method, we prepared a sequencing library from 10 pg of diluted mESC total RNA using RamDA-seq and C1-RamDA-seq. 

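The RNA came from 5G6GR mouse ES cells, a line with an inducible *Gata6* fusion gene that can be turned into primitive endoderm. RamDA-seq primes cDNA along the whole RNA with not-so-random primers beside oligo-dT, so that RNAs without a poly(A) tail can enter the library, whereas SMART-Seq v4 primes at the tail. In the 10 pg libraries analysed here, the rRNA gene *Rn18s-rs5* (chromosome 17, 39846353 to 39848827 in GRCm38) took 10.9 ± 0.392% of the estimated counts of RamDA-seq (mean ± SD over libraries, n = 3), 5.31 ± 0.224% of those of C1-RamDA-seq (n = 4) and 0.365 ± 0.0272% of those of SMART-Seq v4 (n = 4). *Gm26917*, annotated as a lincRNA gene directly beside it (39843013 to 39846341), held 9.66 ± 0.164%, 9.72 ± 0.481% and 0.305 ± 0.0123%. Other lincRNA genes, without *Gm26917* and the overlapping *AY036118* and *Gm42418*, held 0.965 ± 0.0303%, 0.929 ± 0.0387% and 0.938 ± 0.0378%. The mitochondrial rRNA genes, *mt-Rnr1* and *mt-Rnr2*, held 4.15 ± 0.227%, 2.17 ± 0.444% and 0.260 ± 0.0377%. Genes for ribosomal proteins, whose short polyadenylated mRNAs are among the most abundant in a cell, lay the other way, at 2.91 ± 0.0557%, 4.34 ± 0.0653% and 5.71 ± 0.0567%. The replication-dependent histone genes (symbols that begin with Hist) held 0.105 ± 0.00212% in RamDA-seq, 0.191 ± 0.0122% in C1-RamDA-seq and 0.195 ± 0.0153% in SMART-Seq v4.
The authors took 10000000 reads of each library and assigned them to GENCODE vM9 transcripts and ERCC spike-in RNAs with Sailfish 0.9.2, and the deposited values are estimated counts. Their sum per library was 5713519 to 5741933 in RamDA-seq, 6704742 to 6724696 in C1-RamDA-seq and 8875493 to 8921042 in SMART-Seq v4. The libraries of a method share 1 pool of RNA, so the spread between them, and every p-value from them, measures technical variation and not variation between cells or cultures.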

We then compared the performance of these methods with that of SUPeR-seq^20^ and the following oligo-dT primer-based methods: SMART-Seq v4, a commercially available kit based on Smart-seq2^18,19^; and Quartz-Seq^23^ (Supplementary Fig. 1). To provide upper limits for the analyses, we also prepared bulk rRNA-depleted total RNA-seq (rdRNA-seq) and poly(A)-selected RNA-seq (paRNA-seq) libraries using 1 µg of total RNA.

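Bulk RNA-seq was read from 3 libraries per method made from 1 µg of total RNA of the same ES cells. Depletion of rRNA keeps RNAs with and without a poly(A) tail, and poly(A) selection keeps the tailed ones, so the comparison of the 2 methods sorts transcripts by their tail. Replication-dependent histone mRNAs, which end in a stem-loop and not in a tail, held 1.99 ± 0.0399% of the estimated counts in rdRNA-seq and 0.00559 ± 8.31e-05% in paRNA-seq (mean ± SD, n = 3 each). Small nuclear RNAs, the RNA parts of the spliceosome, held 0.739 ± 0.125% against 0.00196 ± 0.000227%. Small nucleolar RNAs, which guide the modification of rRNA, had 1.46 ± 0.402% against 0.00710 ± 0.000293%. The class misc_RNA, mostly *Rn7sk*, *Rn7s1* and *Rn7s2*, took 5.98 ± 0.845% against 0.00667 ± 0.00107%, and lincRNA genes away from rRNA sequence 1.91 ± 0.0846% against 1.01 ± 0.0255%. *Rn18s-rs5* was left with 0.707 ± 0.0855% in rdRNA-seq and 0.399 ± 0.0548% in paRNA-seq, and *Gm26917* beside it with 4.69 ± 0.362% and 0.0226 ± 0.00130%. Summed estimated counts of the authors' table of 10000000 reads were 7395211 to 7502411 per rdRNA-seq library and 8946715 to 8962910 per paRNA-seq library. The table was made without regard to strand, so a gene that overlaps another on the opposite strand can take up reads of its neighbour in every method.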

We calculated the number of detected transcripts that exhibited expression changes of less than twofold against rdRNA-seq. 

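A transcript counted as detected close to bulk level when its estimated count was at least 10 in the library and lay within 2-fold of the mean of rdRNA-seq. *Pou5f1-001*, the main mRNA of the pluripotency factor Oct3/4, reached 1002 ± 77.5 counts in RamDA-seq and 2367 ± 119 in C1-RamDA-seq, against 4906 ± 597 in SMART-Seq v4 and 5385 ± 114 in rdRNA-seq (mean ± SD; n = 3, 4, 4 and 3). *Sox2-001*, its partner in the pluripotency network, had 1201 ± 96.6, 1846 ± 106, 1759 ± 296 and 2326 ± 27.6 counts in the same order. *Esrrb-002*, a nuclear receptor of naive ES cells, had 2845 ± 254, 4049.7 ± 447, 741 ± 132 and 3371 ± 145. For *Malat1-001*, a nuclear lncRNA, the counts were 7587 ± 253, 8429.6 ± 824, 752 ± 200.0 and 30278 ± 1249. For *Kcnq1ot1-001*, an imprinted antisense lncRNA of 84395 bases, they were 1494 ± 587, 886 ± 347, 217 ± 98.9 and 1676 ± 101. Over all transcripts, 12021 ± 128 met both conditions in RamDA-seq, 12007 ± 322 in C1-RamDA-seq and 6164 ± 57.6 in SMART-Seq v4. Bulk libraries gave 24143 ± 161 for rdRNA-seq, each library against the mean of the other ones, and 18067 ± 104 for paRNA-seq. RamDA-seq exceeded SMART-Seq v4 by 5858 transcripts and C1-RamDA-seq did so by 5843 (exact permutation test, two-sided, p = 0.0286 each, the smallest p these library numbers allow; adjusted p = 0.0429 over 3 comparisons). Between RamDA-seq and C1-RamDA-seq the difference was 14.6 transcripts (p = 1, exact permutation test). With the counts scaled to the same total per library the numbers were 13407 ± 89.1 in RamDA-seq and 12035 ± 308 in C1-RamDA-seq (p = 0.0286, exact permutation test).

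**Figure D1:**
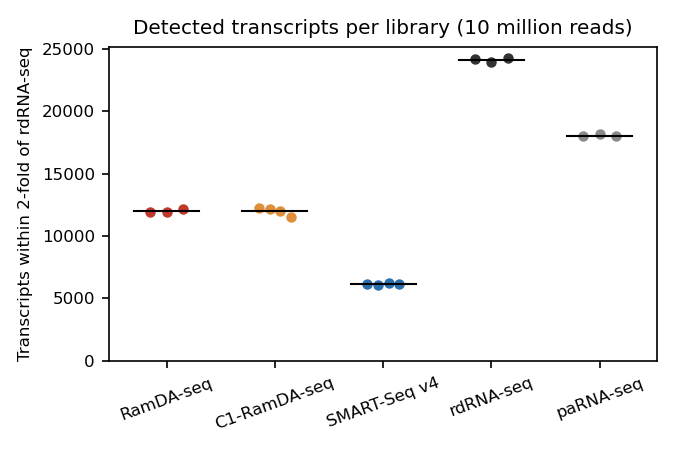
Number of transcripts whose estimated count is at least 10 and lies within 2-fold of the mean of rdRNA-seq. Each dot is a library made from 10 pg of RNA (RamDA-seq, n = 3; C1-RamDA-seq, n = 4; SMART-Seq v4, n = 4) or from 1 µg (rdRNA-seq and paRNA-seq, n = 3 each), and each line is the mean of a method.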

RamDA-seq and C1-RamDA-seq detected the largest number (~17 000 and 14 000, respectively) of transcripts among the scRNA-seq methods (Fig. 1d and Supplementary Fig. 4d). We also plotted the squared coefficient of variation (CV^2^) against expression levels to examine reproducibility. 

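*Gapdh-001*, the mRNA of a glycolytic enzyme, had 3404 ± 177 counts in the 10 pg libraries of RamDA-seq (mean ± SD, n = 3), 2726 ± 360.1 in C1-RamDA-seq (n = 4) and 7555 ± 333 in SMART-Seq v4 (n = 4). *Sdha-001*, a subunit of succinate dehydrogenase, had 1034 ± 89.2, 788 ± 56.7 and 3316 ± 568 counts in that order. For the transferrin receptor transcript *Tfrc-001* the values were 2332 ± 431, 1307 ± 426 and 2096 ± 652. For *Gusb-001*, which codes for a lysosomal enzyme and is rare in these cells, they were 35.9 ± 36.9, 67.2 ± 26.9 and 52.1 ± 104. Transcripts were then sorted into 6 bins of mean count, from 0.5 to 3.5 on the log10 scale in steps of 0.5, and the median squared CV was taken in each bin. From the lowest to the highest bin it was 1.18, 0.752, 0.242, 0.0872, 0.0336 and 0.0114 in RamDA-seq. In C1-RamDA-seq it was 1.41, 0.681, 0.283, 0.110, 0.0431 and 0.0164, and in SMART-Seq v4 3.39, 2.08, 1.49, 0.683, 0.262 and 0.0793. The bulk libraries had 0.416, 0.146, 0.0468, 0.0129, 0.00457 and 0.00287 (rdRNA-seq) and 0.505, 0.163, 0.0539, 0.0141, 0.00359 and 0.00126 (paRNA-seq). RamDA-seq thus lay below SMART-Seq v4 in 6 of 6 bins and below C1-RamDA-seq in 5 of 6. Without replicate 4 of C1-RamDA-seq the latter number was 3. RamDA-seq had 3 libraries and each of these methods 4, and the largest possible squared CV rises with the number of libraries. The comparison is therefore uneven, most of all at low counts. No test was run on the bins, since transcripts within a library are not independent replicates.

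**Figure D2:**
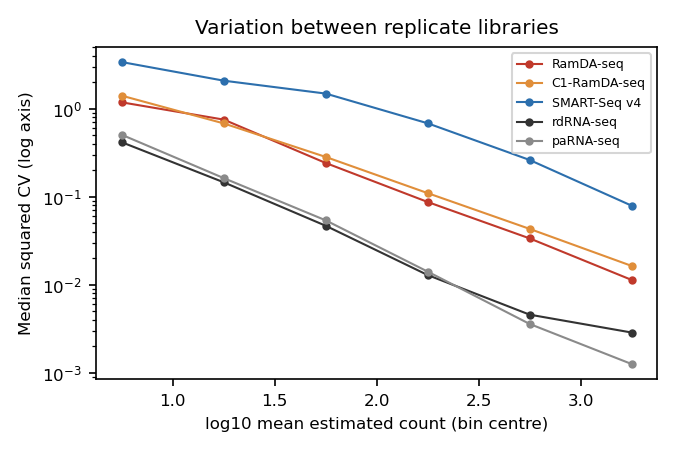
Median squared coefficient of variation between libraries of a method against the mean estimated count of a transcript, drawn at the centre of each bin. Libraries: 3 of RamDA-seq, 4 of C1-RamDA-seq and 4 of SMART-Seq v4 from 10 pg, and 3 each of rdRNA-seq and paRNA-seq from 1 µg. The y axis is logarithmic.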

Compared with the other single-cell methods, RamDA-seq exhibited a lower degree of variation at all expression levels and more closely resembled the bulk RNA-seq methods (rdRNA-seq and paRNA-seq; Fig. 1e and Supplementary Fig. 4f). Furthermore, RamDA-seq and C1-RamDA-seq showed higher correlation in expression level with rdRNA-seq than did the other scRNA-seq methods (Supplementary Fig. 4h), indicating that RamDA-seq is highly similar to rdRNA-seq. 

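Levels of single transcripts tracked rdRNA-seq to different degrees in the 3 methods for 10 pg. Pearson's r between log10(count + 1) of a library and of the mean of rdRNA-seq, across the transcripts present in either, was 0.757 ± 0.000897 in RamDA-seq (mean ± SD, n = 3), 0.723 ± 0.00587 in C1-RamDA-seq (n = 4) and 0.642 ± 0.000425 in SMART-Seq v4 (n = 4). Bulk paRNA-seq reached 0.849. Each of the 3 differences (0.114 for RamDA-seq and 0.0809 for C1-RamDA-seq over SMART-Seq v4, 0.0335 for RamDA-seq over C1-RamDA-seq) had p = 0.0286 in an exact permutation test, two-sided, over libraries, which is the smallest possible, and 0.0286 after adjustment over 3 comparisons. With Spearman's rho RamDA-seq and C1-RamDA-seq differed by 0.0109 and the test no longer passed. Transcripts are not independent replicates, so r describes each library and carries no p of its own. From this correlation the paper concludes that RamDA-seq is highly similar to rdRNA-seq.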

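At the level of genes, noncoding RNAs of the list of known RNAs without a tail differed between RamDA-seq and SMART-Seq v4 at 10 pg. *Rn7sk* (chromosome 9, 78175303 to 78175633; GRCm38, as all positions here), which holds the elongation factor P-TEFb in check, had 4821 ± 169 against 29.9 ± 38.2 counts (log2 fold 8.60, SE 0.96, adjusted p = 0.00183; edgeR; mean ± SD, n = 3 and 4). *Rmrp*, the RNA of a nuclease that processes rRNA, had 1114 ± 71.2 against 0.750 ± 1.50 counts, 3 in all in SMART-Seq v4 (3608 times as high, 95% interval 1234 to 17505, adjusted p = 0.000502; exact binomial interval of counting error). *Rpph1*, the RNA of RNase P (chromosome 14, 50807449 to 50807767), had 1043 ± 52.4 against 0.250 ± 0.500 counts, 1 in all in SMART-Seq v4 (10138 times as high, 95% interval 1818 to 400550, adjusted p = 7.94e-05). *Rn7s1* and *Rn7s2*, copies of the signal recognition particle RNA that share their reads and hold identical values, had 8774 ± 337 against 205 ± 29.3 counts each (log2 fold 6.70, SE 0.14, adjusted p = 3.16e-07). Of the 9 tested members of the list of known RNAs without a tail, 7 were higher in RamDA-seq and 0 lower (the same counts adjusted over the list alone), with a median log2 fold of 6.70.
Genes with long transcripts moved the same way. *Mdn1*, an AAA ATPase of ribosome assembly (chromosome 4, 32657119 to 32775217), had 3149 ± 588 against 657 ± 241 counts (log2 fold 3.54, SE 0.32, adjusted p = 0.000682). *Ubr4*, a ubiquitin ligase, had a log2 fold of 4.40 (SE 0.19, adjusted p = 1.80e-05), and *Dync1h1*, the heavy chain of cytoplasmic dynein, 4.36 (adjusted p = 0.00301). Among the 10 genes of the long-transcript list 7 were higher and 0 lower (9 and 0 adjusted over the list alone; median log2 fold 3.53). Sorted by the length of the most abundant transcript, genes of at least 8 kb had a median log2 fold of 2.45 (quartiles 1.40 and 3.74; 123 of 479 higher, 0 lower), and genes of 500 to 1000 bases one of −1.07 (50 of 1192 higher, 272 lower).
Highest in RamDA-seq by the naming rule was *AY036118* (chromosome 17, 39847113 to 39848035), annotated as a lincRNA gene within *Rn18s-rs5*. It had 93105 ± 11935 counts and 0 in SMART-Seq v4 (at least 75416-fold higher, against a floor of 3 counts per library). *Rn18s-rs5* itself held 10.9% of the counts in RamDA-seq and 0.365% in SMART-Seq v4. The 0 and the fold of *AY036118* are therefore uncertain, and the assignment of shared reads was not tested. *Rps12*, a ribosomal protein gene (at least 949-fold), the cytokine gene *Il6* (at least 728-fold), the insulin gene *Ins2* (at least 316-fold) and the snRNA gene *Gm24265* (at least 268-fold) were also at 0 in SMART-Seq v4. So were *Tnf* (at least 250.2-fold), *Dennd4c* (at least 306-fold), *Brwd3* (at least 244-fold) and *Zbtb40* (at least 217-fold). *Il6-002*, *Ins2*, *Tnf* and *Rps12* had a mean below 1 count in rdRNA-seq and paRNA-seq of the same RNA as well. Their share of the counts at 10 pg was 181, 108, 78.5 and 0.276 times that of RamDA-seq at 1 ng. *Rps12* shares sequence with *Rps12l1*, so its fold between the methods is uncertain, and the assignment of its reads was not tested. The calls of *Tnf* and *Zbtb40* ended without any 1 RamDA-seq library, and those of *Dennd4c*, *Brwd3* and *Gm24265* without 1 or 2 of the 3. Lowest were copies of other genes, at 0 in RamDA-seq, which share sequence with their parents and are uncertain for that reason: *Rps2-ps6* (707 ± 180.1 counts in SMART-Seq v4, at least 97.0-fold lower), *Rpl18-ps1* (at least 62.7-fold lower), *Gm16378* and *Gm12411*.
Of 56 tested replication-dependent histone genes, 15 were higher and 3 lower (20 and 3 adjusted over the list alone), with a median log2 fold of 3.89 (3.87 with the 7 members at 0 in a group set to the floor), though near-identical copies share reads and single members are uncertain. Their summed share of the counts lay the other way (0.105% in RamDA-seq and 0.195% in SMART-Seq v4), and *Hist1h2ap* was among the genes called lower (log2 fold −3.65). In the list of replication-independent histone genes, whose mRNAs carry a tail, 5 of 9 were lower and none higher (median −1.40), among them *H2afz* (log2 fold −2.65, SE 0.10, adjusted p = 8.00e-06). *Malat1* was higher (8511 ± 320.0 against 2655 ± 446 counts; log2 fold 2.96, SE 0.14, adjusted p = 3.56e-05), as were the mitochondrial rRNA *mt-Rnr1* (log2 fold 5.49, SE 0.13) and 7 of the 15 tested noncoding RNAs that the study assayed by qPCR (9 adjusted over the list alone). *Pou5f1* was lower (log2 fold −0.84, SE 0.15, adjusted p = 0.0117), though not without RamDA-seq replicate 1 or replicate 3. *Zfp42*, a marker of naive ES cells, was lower as well (log2 fold −0.60, adjusted p = 0.00574). *Nanog* did not pass (log2 fold 0.04, adjusted p = 0.953), and *Sox2* passed (log2 fold 0.73, adjusted p = 0.0299) but not without any 1 RamDA-seq library or without SMART-Seq v4 replicate 1.
In all, 12566 genes were tested and 1766 called at an adjusted p of 0.05, 934 higher and 832 lower. Without scaling beyond library size all log2 folds shifted by a median of −0.66 and the calls were 735 and 1793, and under that shift *Sox2* was no longer called. Leaving out 1 RamDA-seq library lowered the calls to 192 to 202 higher and 371 to 398 lower.

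**Figure D3:**
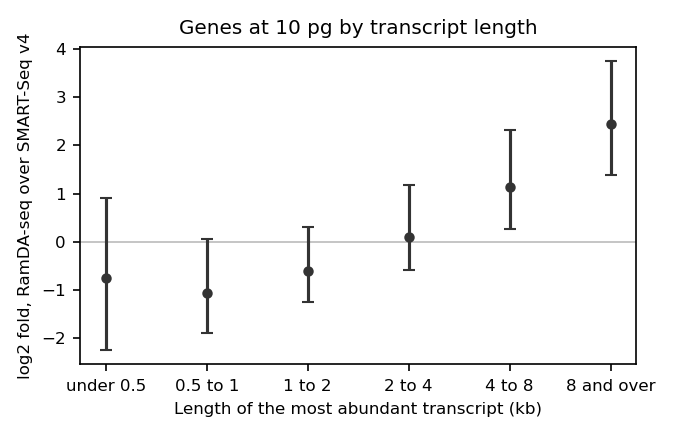
Median log2 fold by length of a gene's most abundant transcript, for RamDA-seq (n = 3) over SMART-Seq v4 (n = 4) from 10 pg. Points are medians over the tested genes of a length class, and bars run from the lower to the upper quartile.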

Read distributions, especially high proportions of intronic, 5′ untranslated region and intergenic regions, showed that RamDA-seq resembled rdRNA-seq, whereas SUPeR-seq was more similar to paRNA-seq and the oligo-dT primer-based methods (Supplementary Fig. 4i). 

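RNA of the same ES cells was also made into libraries from 1 ng with RamDA-seq (n = 3) and rdRNA-seq (n = 3) and from 10 ng with rdRNA-seq (n = 3). Ribosomal RNA is the bulk of total RNA, and the rdRNA-seq kit removes it with probes and RNase H, whereas RamDA-seq avoids most of it by the choice of primers. At 1 ng the mitochondrial rRNA genes *mt-Rnr1* and *mt-Rnr2* held 6.35 ± 0.177% of the estimated counts in RamDA-seq and 0.000703 ± 0.000702% in rdRNA-seq (mean ± SD), and the nuclear rRNA gene *Rn18s-rs5* 5.76 ± 0.671% and 1.53 ± 0.132%. *Gm26917*, annotated as a lincRNA gene directly beside *Rn18s-rs5*, lay the other way, at 3.43 ± 0.240% and 12.8 ± 0.713%. LincRNA genes away from rRNA sequence held 1.40 ± 0.0205% and 2.36 ± 0.155%, the class misc_RNA 0.530 ± 0.0593% and 2.61 ± 0.200%, snoRNA genes 0.0349 ± 0.000693% and 0.0719 ± 0.00527%, snRNA genes 0.0296 ± 0.00428% and 0.0134 ± 0.00119%, and histone genes whose symbols begin with Hist 0.0717 ± 0.00598% and 1.52 ± 0.00718%. Protein-coding genes of the nuclear genome took 71.9 ± 0.656% and 69.7 ± 1.76%. The estimated counts of the authors summed to 5725013 to 5868451 per RamDA-seq library, 7057839 to 7103620 per rdRNA-seq library from 1 ng and 7153774 to 7169718 from 10 ng.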

We also compared large-volume-inputted RamDA-seq with rdRNA-seq using 1 ng of RNA. When we compared RamDA-seq and rdRNA-seq with the same input amount, there was hardly any difference in sensitivity and reproducibility except for the contamination rate of rRNA (Supplementary Fig. 5). 

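Histone mRNAs set the 2 methods apart at 1 ng. Of 63 tested replication-dependent histone genes, 59 were lower in RamDA-seq than in rdRNA-seq and 1 was higher (60 and 2 adjusted over the list alone), with a median log2 fold of −4.93 (−4.93 with the 5 members at 0 in RamDA-seq set to the floor). The linker histone gene *Hist1h1a* (chromosome 13, 23763717 to 23764358) had 127 ± 9.29 against 4365 ± 94.5 counts (log2 fold −4.93, SE 0.08, adjusted p = 3.36e-17; edgeR; mean ± SD, n = 3 each), and *Hist1h1c* a log2 fold of −5.10. *Hist1h4m* (chromosome 13, 21811746 to 21812147), *Hist1h2ad* and *Hist1h2an* were at 0 in RamDA-seq against 2598 ± 25.4, 1350.3 ± 87.4 and 553 ± 25.2 counts (at least 772-fold, 401-fold and 164-fold lower), though near-identical copies of these genes share reads.
Of 11 tested members of the list of known RNAs without a tail, 7 were lower and 0 higher (median log2 fold −2.15), such as *Rpph1* (628 ± 132 against 35636 ± 3967 counts; log2 fold −5.66, SE 0.14, adjusted p = 4.25e-15), *Rmrp* (426 ± 7.32 against 11266 ± 978 counts) and *Rn7sk* (4058 ± 547 against 58045 ± 3317 counts; log2 fold −3.67, SE 0.09, adjusted p = 7.31e-15). *Terc*, the RNA of telomerase, was at 0 in RamDA-seq and at 369 ± 37.7 counts in rdRNA-seq (at least 109.6-fold lower). *Malat1* was lower (log2 fold −1.65, SE 0.05), and the lncRNAs *Neat1* (log2 fold 0.04, adjusted p = 0.655) and *Kcnq1ot1* (−0.07, adjusted p = 0.431) did not pass. Of the noncoding RNAs assayed by qPCR in the study, 6 of 16 were higher and 5 lower. Genes of rRNA processing were lower in 14 of 19 cases and higher in none (median −0.70), led by nucleolin, *Ncl* (log2 fold −1.92). Genes of the replication-independent histone list counted 1 higher and 6 lower of 9, with *H2afx* at −3.83 and *H3f3a* at 0.60. Pluripotency genes went both ways, 6 higher and 10 lower of 21 (10 and 10 adjusted over the list alone). *Pou5f1* was lower (log2 fold −1.25, SE 0.07, adjusted p = 1.48e-10), *Nanog* higher (log2 fold 0.39), and *Zfp42* did not pass (0.14, adjusted p = 0.0670). *Gapdh* had a log2 fold of 0.02 (adjusted p = 0.877).
Higher in RamDA-seq were *AY036118*, with 72642 ± 3827 counts and 0 in rdRNA-seq (at least 27158-fold), the mitochondrial rRNAs *mt-Rnr1* (197500.3 ± 9976 against 20.3 ± 26.7 counts) and *mt-Rnr2* (170594 ± 3164 against 29 ± 22.5 counts), the ribosomal protein gene copies *Rps12* and *Rps12l1* (at least 1612-fold and 2436-fold), which share sequence, and 9 of 13 protein-coding genes of the mitochondrial genome (2 lower). *AY036118* lies within *Rn18s-rs5*, which held 1.53% of the counts in rdRNA-seq from 1 ng. Its fold is uncertain, since the assignment of shared reads was not tested. In total 14769 genes were tested and 5614 called, 2693 higher and 2921 lower (3526 and 2275 without scaling beyond library size, a median shift of 0.11).
Transcripts with a count of at least 10 numbered 29074 ± 234 in RamDA-seq, 30714 ± 301 in rdRNA-seq from 1 ng and 30916 ± 124 from 10 ng. The difference at 1 ng had p = 0.1, the smallest p that 3 against 3 libraries allow in an exact permutation test, two-sided, and with counts scaled to the same total the order turned, to 31109 ± 132 against 30683 ± 411 (p = 0.2, exact permutation test). Between libraries of a method, r across transcripts, which are not independent replicates, was 0.794 to 0.796 in RamDA-seq, 0.762 to 0.778 in rdRNA-seq from 1 ng and 0.830 to 0.835 from 10 ng. The median squared CV of RamDA-seq lay below that of rdRNA-seq from 1 ng in 5 of 6 bins of mean count, with 0.752 and 0.799 in the lowest bin and 0.00403 and 0.00339 in the highest. The paper states that at equal input both methods hardly differ in sensitivity and reproducibility apart from the rate of rRNA.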

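ERCC spike-in RNAs are synthetic RNAs of known amount that gauge how many molecules a library preparation captures. They were read here in libraries from 10 pg of ES cell RNA that each fill most of a plate or chip: 96 of RamDA-seq, 95 of C1-RamDA-seq and 94 of C1-SMART-Seq v4. Of 92 ERCC RNAs, 28.5 ± 2.36 had a count of at least 1 in RamDA-seq, 33.6 ± 2.16 in C1-RamDA-seq and 40.7 ± 2.36 in C1-SMART-Seq v4 (mean ± SD). ERCC RNAs held 0.203%, 0.357% and 2.76% of the estimated counts in that order, a share that rests on the amount added and on the capture alike. By the dilutions in the paper's methods, the amount added per 10 pg of RNA was nominally the same in these methods. The amount that reached each library was not measured. Between pairs of libraries of a method, the median r across ERCC RNAs was 0.958, 0.964 and 0.937, and across transcripts 0.723, 0.745 and 0.737. For ES cell transcripts the median squared CV from the lowest to the highest bin of mean count was 0.914, 0.343, 0.124, 0.0426, 0.0171 and 0.00820 in RamDA-seq, 0.877, 0.324, 0.107, 0.0360, 0.0102 and 0.00288 in C1-RamDA-seq, and 1.92, 0.765, 0.257, 0.0804, 0.0238 and 0.00668 in C1-SMART-Seq v4.
A count of at least 10 was reached by 8953 ± 168 ES cell transcripts in RamDA-seq, 10188 ± 75.0 in C1-RamDA-seq and 11782 ± 68.2 in C1-SMART-Seq v4, with summed counts of 646359 to 689296, 679774 to 725346 and 966286 to 983558 per library. Over libraries, each pair of methods differed (permutation test, two-sided, 100000 resamples, p = 1e-05, the smallest possible, for each of 3 comparisons). Each method is a single plate or chip, so this p covers variation between its libraries and cannot part a method from its plate or chip. At a count of at least 1 the order turned: 27055 in RamDA-seq, 28731 in C1-RamDA-seq and 22880 in C1-SMART-Seq v4. Scaled to the same total, the transcripts with a count of at least 10 were 9287, 10145 and 10165.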

Finally, we carried out a spike-in RNA experiment; the results clearly indicated that RamDA-seq was highly reproducible and sensitive (Supplementary Note 4 and Supplementary Fig. 6). Altogether, based on the substantial resemblance of RamDA-seq to bulk total RNAs-seq, we conclude that RamDA-seq is a robust, single-cell total RNA-seq method.

### RamDA-seq shows full-length coverage of extremely long RNA

To evaluate the transcript coverage of the sequence reads in detail, we compared the percentage coverage with the absolute length of the transcripts by using 10 pg of RNA (Fig. 2a and Supplementary Fig. 7). Remarkably, RamDA-seq, similar to bulk RNA-seq methods, showed full-length coverage, whereas other scRNA-seq methods did not. Consistently, we also confirmed that the read coverage of RamDA-seq against relative transcript length was most similar to that of rdRNA-seq (Supplementary Fig. 8d). Specifically, the coverage of SMART-Seq v4 markedly decreased in the 10- to 20-kb range (Fig. 2a), even though this method employs template switching, which has been reported to provide full-length transcript coverage^18,19^. This result was consistent with previously reported results^24,25^. For example, mapping data to *Mdn1* (17 970 bp) revealed missing exons in the middle range of the transcript when using SMART-Seq v4, whereas complete mapping to *Mdn1* was achieved when using RamDA-seq, similar to rdRNA-seq (Fig. 2b). Similar differences in mapping data were also observed for other long (>10 kb) transcripts in both 10 pg of RNA and single cells (Supplementary Fig. 9 and 10). In addition, the fraction of exonic regions covered by the reads indicated that RamDA-seq covered a higher fraction of exonic regions than did the other methods in all length bins (Fig. 2c and Supplementary Fig. 8a–c). These results indicate that RamDA-seq can provide full-length coverage even for extremely long (>10 kb) transcripts.

**Fig. 2:**
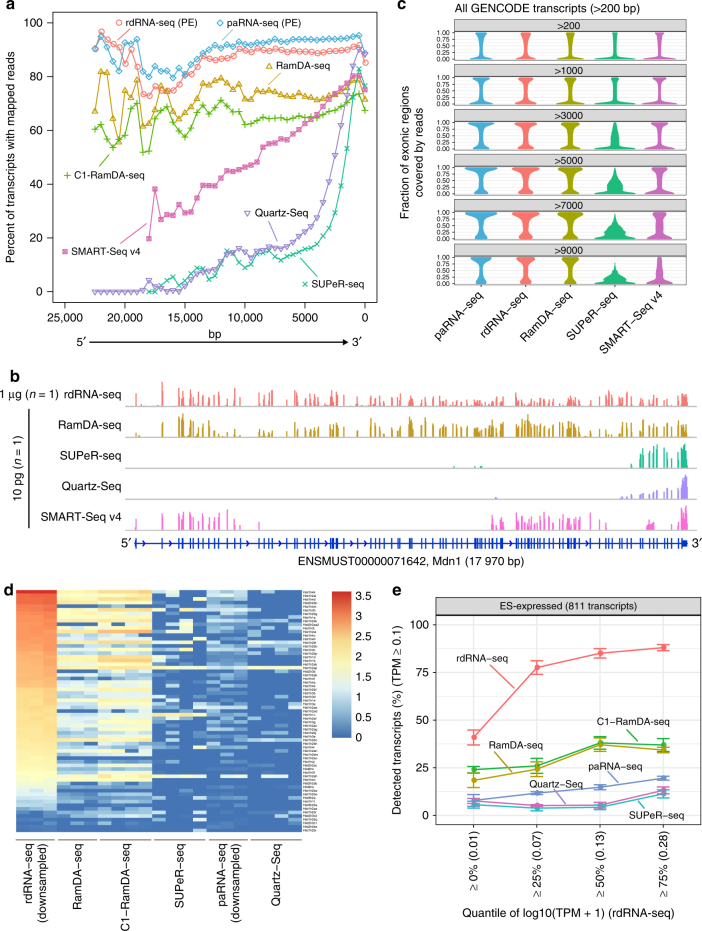
Read coverage across transcripts and non-poly(A) RNA detection using scRNA-seq methods. **a** Percentage of sequence read coverage throughout the transcript length. The *x*-axis shows the absolute distance (bp) from the 3′ end of the transcripts (*x*_*i*_). The *y*-axis shows the fraction of transcripts with read coverage (*n*_*i*_/*N*_*i*_). *n*_*i*_: the number of transcripts of which at least one read was mapped within the range of (*x*_*i*_, *x*_*i*+1_). *N*_i_: the number of transcripts with ≥*x*_*i*_ transcript length. Only transcripts in the GENCODE (vM9) annotations with transcript per million (TPM) ≥ 1 in rdRNA-seq results and with ≥200-bp transcript length were considered. PE: data from paired-end reads. **b** Visualization and comparison of mapped reads of a long transcript, *Mdn1* (17 970 bp). We selected *Mdn1* as the gene with the highest number of exons (102 exons) in the 25 genes with length ≥10 kb and TPM ≥ 5 in rdRNA-seq results. **c** Distribution of the fraction of exonic regions covered by sequenced reads with 10 pg of RNA data for all transcripts with >200-bp transcript length in the GENCODE (vM9) annotations. The transcripts were sorted into bins (represented by the number at the top of each panel) according to transcript length. **d** The sensitivity for detecting histone transcripts using 10-pg RNA samples. Each row represents a histone transcript. Each column represents a sample using the indicated scRNA-seq method. The expression levels in log10 (TPM + 1) quantified by sailfish are indicated according to the color key. **e** Detection rates of non-poly(A) transcripts (strict criterion) expressed in ESCs for different expression level thresholds in rdRNA-seq. The points and error bars represent means and SDs, respectively. Each line represents a scRNA-seq method. The numbers in parentheses represent the number of transcripts

### RamDA-seq shows high sensitivity with non-poly(A) RNA

We next asked whether RamDA-seq could detect non-poly(A) RNAs. First, we evaluated whether RamDA-seq could detect the expression of histone-coding genes, well-known non-poly(A) RNAs, using 10 pg of RNA data from mESCs. RamDA-seq detected more histone-coding genes than did the other scRNA-seq methods, including SUPeR-seq, which is reported to detect non-poly(A) RNA^20^ (Fig. 2d). 

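Replication-dependent histone mRNAs carry a stem-loop in place of a poly(A) tail and are made in S phase. In the authors' TPM table of about 7500000 reads per library, 72 transcripts of 68 such genes were looked up at 10 pg. *Hist1h1b-001*, a linker histone mRNA, had 94.3 ± 9.29 TPM in RamDA-seq (mean ± SD, n = 3), 324 ± 14.1 in C1-RamDA-seq (n = 4), 534 ± 64.1 in rdRNA-seq and 0.806 ± 0.270 in paRNA-seq (n = 3 each). *Hist1h1d-001* had 92.4 ± 6.29, 244 ± 19.3, 546 ± 45.4 and 0.625 ± 0.108 TPM in that order. *Hist1h1a-001* had 53.4 ± 2.85, 83.0 ± 8.95, 957 ± 133 and 1.65 ± 1.44. The core histone transcript *Hist1h2ai-001* had 48.4 ± 7.00, 85.8 ± 44.3, 1647 ± 76.9 and 13.5 ± 6.34 TPM, with reads that near-identical copies share.
Of the 72 transcripts, 56.7 ± 0.577 reached a TPM of 0.1 in RamDA-seq, 61.0 ± 1.41 in C1-RamDA-seq, 65.0 in rdRNA-seq and 41.0 in paRNA-seq. C1-RamDA-seq exceeded paRNA-seq by 20 (exact permutation test, two-sided, p = 0.0286, the smallest possible; adjusted p = 0.0857 over 3 comparisons). RamDA-seq exceeded it by 15.7 (p = 0.1, the smallest that 3 against 3 libraries allow). RamDA-seq and C1-RamDA-seq differed by −4.33 (p = 0.0571, adjusted p = 0.0857). SMART-Seq v4 is in the table of 10000000 reads, which was added for this question after the data were seen. There 57.3 ± 1.15 histone transcripts of RamDA-seq, 57.8 ± 0.957 of C1-RamDA-seq and 21.5 ± 3.42 of SMART-Seq v4 had a count of at least 10. RamDA-seq exceeded SMART-Seq v4 by 35.8 and C1-RamDA-seq by 36.3 (exact permutation tests, p = 0.0286 each, adjusted p = 0.0429 over 3 comparisons), and RamDA-seq and C1-RamDA-seq did not differ past the threshold (p = 0.714).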

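Single 5G6GR ES cells sorted by DNA content into G1 (n = 93), S (n = 91) and G2/M (n = 93) were compared in histone genes and in genes of mitosis. The summed level of the replication-dependent histone genes was 737 ± 976 TPM in G1, 1292 ± 1160 in S and 544 ± 612 in G2/M (mean ± SD over cells), 1.75 times as high in S as in G1 and 2.37 times as high as in G2/M. Of 61 histone genes expressed, 56 had their highest mean in S, and 6 of them were at least 2-fold above both other phases. *Hist1h4d*, a core histone gene, had 47.9 ± 53.4 TPM in G1, 109.7 ± 68.3 in S and 38.6 ± 44.7 in G2/M. *Hist1h2bk* had 31.2, 78.1 and 30.1, and *Hist2h3b*, from the smaller histone cluster of chromosome 3, 8.39, 19.2 and 5.91. For the linker histone gene *Hist1h1a* the means were 26.3 ± 35.8, 51.9 ± 47.2 and 22.1 ± 24.7 TPM. Histone copies share reads, so a member's level is less certain than the sum.
Genes of the G2/M list had a median log2 fold of 1.94 in G2/M over G1 (19 of 20 at least 2-fold higher, above every one of 10000 random lists of like level) and of 0.78 in S over G1 (7 of 20). *Ube2c*, a ubiquitin enzyme of the anaphase-promoting complex, went from 14.1 TPM in G1 to 37.6 in S and 199.6 ± 82.2 in G2/M. The mitotic kinase gene *Plk1* went from 20.6 to 27.9 and 131 ± 63.1, and cyclin B1, *Ccnb1*, from 64.1 to 112 and 307 ± 115. Genes of the S-phase list, mostly replication factors, had a median log2 fold of 0.06 in S over G1 and of −0.46 in G2/M over G1. *Mcm6*, a subunit of the replicative helicase, had 136, 125 and 81.4 TPM, and *Ung*, a uracil DNA glycosylase, 52.8, 30.2 and 16.6. Genes of G1 cyclins and their inhibitors had a median of −0.35 in S over G1. Each phase is 1 sorted sample, so no test was run and the spread is that between cells. Detected transcripts (TPM of at least 0.1) numbered 38178 ± 2100, 39041 ± 1904 and 40918 ± 2163 per cell.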

We further confirmed that RamDA-seq could quantitatively detect oscillation in expression levels of histone mRNAs through the cell cycle in mESCs at the single-cell level (Supplementary Fig. 11; see Supplementary Note 5 for further discussion).

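Transcripts without a poly(A) tail should be present in rdRNA-seq and sparse in paRNA-seq, and the comparison of these bulk ES cell libraries (n = 3 each) was run per transcript with edgeR. Among the transcripts with counts in rdRNA-seq and none in paRNA-seq after rounding were RNAs of the spliceosome and the nucleolus. The transcript of *Rnu2-10*, a U2 snRNA gene, had 2397 ± 473 counts in rdRNA-seq (at least 1192-fold higher), with 3 copies that hold identical values. The U3 snoRNA *Rnu3a-201* was at least 1141-fold higher, a call that ended without rdRNA-seq replicate 1, and the transcript of *Rnu12*, the U12 snRNA of the minor spliceosome, was at least 63.5-fold. *Rn7sk-201* had 110786 ± 17140.5 counts in rdRNA-seq and 23.7 ± 8.04 in paRNA-seq (log2 fold 12.76, adjusted p = 1.55e-05), that of *Rpph1* 156584 ± 20559.7 and 22.7 ± 11.2 (log2 fold 13.32), *Rmrp-201* 81736 ± 11097 and 22.6 ± 4.26 (12.38) and *Terc-201* 1137 ± 152 and 4.67 ± 3.51 (8.46). Among histone mRNAs, *Hist1h1a-001* had 6911 ± 362 and 10.3 ± 4.16 counts (log2 fold 9.93, adjusted p = 7.01e-06) and *Hist1h4h-001* a log2 fold of 11.85. *Malat1-001* was higher too (30278 ± 1249 and 4351 ± 59.5; 3.37).
For the isoforms of *Neat1*, the lncRNA that builds paraspeckles, the estimates parted: *Neat1-001* had 183 ± 15.3 and 133 ± 20.4 counts (log2 fold 1.03, adjusted p = 0.0341) and *Neat1-002* 318 ± 25.3 and 1002 ± 38.1 (log2 fold −1.08, adjusted p = 0.00474). The paper's methods call these 2 levels inaccurate in bulk data, since the short isoform lies within the long one. Lower in rdRNA-seq were *Hnrnpa3-202*, an isoform of an RNA-binding protein gene (at least 575-fold lower), and *Polr2a-201*, of the large subunit of RNA polymerase II (at least 221-fold lower). *Pou5f1-001* (log2 fold 0.13, adjusted p = 1) and *Nanog-001* (−0.64, adjusted p = 0.167) did not pass.
Of 31472 transcripts tested against a log2 fold of 0.5 (glmTreat), 2835 were called, 1539 higher in rdRNA-seq and 1296 lower (1227 and 2654 without scaling beyond library size, a median shift of −0.30). The loose set kept those higher with a fitted rdRNA-seq count of at least 10, which gave 1537 transcripts of 1366 genes: 441 protein_coding, 430 retained_intron, 125 processed_transcript, 116 TEC, 107 snoRNA, 68 lincRNA and 42 snRNA. The strict set also asked for a fitted paRNA-seq count below 1 and held 334 transcripts of 318 genes (120 protein_coding, 56 retained_intron, 33 snRNA and 32 snoRNA), with 10 histone transcripts against 63 in the loose set. Without any 1 rdRNA-seq library the sets shrank to 764 to 816 and 173 to 189 transcripts.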

To systematically evaluate the detection performance of RamDA-seq for non-poly(A) RNAs, we first identified non-poly(A) RNA candidates expressed in mESCs using bulk total and poly(A) RNA-seq data (811 and 7935 for strict and loose criteria, respectively; Methods section). RT-quantitative PCR (RT-qPCR) analyses confirmed that these candidates were indeed non-poly(A) RNAs (Supplementary Fig. 12). We then compared the performance of scRNA-seq methods for detecting these sets of non-poly(A) RNAs. 

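Detection of RNAs without a tail was read on the strict and loose sets chosen from the bulk libraries. Of the strict set, 120 of 334 transcripts were protein_coding and 56 retained_intron, and of the loose set 441 and 430 of 1537. The members are thus candidates, called RNAs without a tail for short. Pre-mRNA was not told apart, and the lack of a tail was not tested for single members. *Malat1-005*, a strict-set isoform of *Malat1*, had 111 ± 9.32 TPM in RamDA-seq (mean ± SD, n = 3), 112 ± 9.86 in C1-RamDA-seq (n = 4) and 129 ± 9.75 in rdRNA-seq (n = 3). *Hist2h2ac-001*, a strict-set core histone mRNA, had 9.66 ± 3.09, 28.7 ± 5.72 and 90.2 ± 6.74 TPM. *Hist1h1t-001*, a linker histone mRNA best known from testis, had 2.37 ± 1.91, 3.51 ± 1.68 and 6.98 ± 1.23. *Hist1h2ba-001* was at 0 in both 10 pg methods and at 19.0 ± 7.17 in rdRNA-seq.
At a TPM of at least 0.1, 44.4 ± 2.25% of the strict set was detected in RamDA-seq, 50.6 ± 1.85% in C1-RamDA-seq, 82.3 ± 2.10% in rdRNA-seq and 22.2 ± 1.56% in paRNA-seq. RamDA-seq lay below C1-RamDA-seq by −6.19 points (exact permutation test, two-sided, p = 0.0286, the smallest possible; adjusted p = 0.0429 over 3 comparisons) and above paRNA-seq by 22.3 points (p = 0.1, the smallest that 3 against 3 libraries allow). Among the 84 transcripts with the highest levels in rdRNA-seq the shares were 42.9 ± 5.46% and 56.8 ± 6.33% for RamDA-seq and C1-RamDA-seq. In the loose set they were 70.1% and 73.6%, with 92.4% in rdRNA-seq and 64.9% in paRNA-seq. In the table of 10000000 reads, added after the data were seen, a count of at least 10 was reached by 26.9% of the strict set in RamDA-seq, 34.7% in C1-RamDA-seq and 18.2% in SMART-Seq v4 (p = 0.0286 for each of 3 comparisons, exact permutation test). The sets were chosen from the same bulk libraries, so the high share in rdRNA-seq and the low share in paRNA-seq hold by construction.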

RamDA-seq detected the highest number of non-poly(A) transcripts among the scRNA-seq methods (Supplementary Fig. 13a), which was true even for lowly expressed non-poly(A) transcripts (Fig. 2e). In addition, the correlation of the expression levels with bulk total RNA-seq was higher for RamDA-seq than for the other scRNA-seq methods (Supplementary Fig. 13b,c). These results confirm that RamDA-seq has high sensitivity with non-poly(A) RNAs.

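Levels of the same candidate RNAs without a tail were set against rdRNA-seq. *Rn7sk-201* had 3229 ± 113 TPM in RamDA-seq, 5421 ± 261 in C1-RamDA-seq, 43303 ± 3881 in rdRNA-seq and 18.5 ± 9.51 in paRNA-seq (mean ± SD; n = 3, 4, 3 and 3). *Rmrp-201* had 948 ± 33.0, 1727 ± 137, 45941 ± 3367 and 20.1 ± 6.06. *Gm37899-001*, a transcript of unknown function (class TEC), had 1.40 ± 0.440, 2.92 ± 1.79, 0.691 ± 0.0746 and 0.0740 ± 0.0268 TPM. Across 308 strict-set transcripts, which are not independent replicates, r with rdRNA-seq was 0.308 ± 0.0690 in RamDA-seq, 0.384 ± 0.0442 in C1-RamDA-seq and 0.293 in paRNA-seq. No pair of methods differed past the threshold (exact permutation tests, two-sided, over libraries: p = 0.143 for RamDA-seq against C1-RamDA-seq, 0.9 for RamDA-seq against paRNA-seq and 0.2 for C1-RamDA-seq against paRNA-seq; 3 comparisons). Across the loose set r was 0.627, 0.654 and 0.565. With counts of the table of 10000000 reads, r over the strict set was 0.154 in RamDA-seq, 0.143 in C1-RamDA-seq and 0.0690 in SMART-Seq v4, and both RamDA methods exceeded SMART-Seq v4 (p = 0.0286 each, exact permutation test). Over the loose set of that table r was 0.525, 0.517 and 0.477, below the 0.560 of paRNA-seq. From the detection and the correlation of these sets the paper concludes that RamDA-seq is sensitive to RNAs without a poly(A) tail.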

### Cell state-dependent non-poly(A) RNA in single cells

To test whether RamDA-seq could be used to measure the expression profiles of non-poly(A) RNAs in biological samples, we performed RamDA-seq with mESCs collected 0, 12, 24, 48, and 72 h after the induction of cell differentiation into primitive endoderm (PrE) cells (Supplementary Fig. 14b, c). 

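Dexamethasone releases the Gata6 fusion protein into the nucleus, and the ES cells then turn into primitive endoderm, the layer that lines the inner cell mass of the blastocyst. The cells analysed here are those of the authors' merged table: 90 at 0 h, 68 at 12 h, 90 at 24 h, 82 at 48 h and 91 at 72 h. The table joins GENCODE vM9 with transcripts that the authors assembled themselves, in TPM. The table of GENCODE transcripts alone holds 92, 91, 93, 87 and 93 cells, so 23 cells of 12 h and 2 to 5 of each other time are in the latter only. Per cell, 57080 ± 3340 transcripts reached a TPM of 0.1 at 0 h (mean ± SD over cells), 56585 ± 3189 at 12 h, 57174 ± 2989 at 24 h, 54179 ± 3663 at 48 h and 52802 ± 2299 at 72 h. Loci outside the annotation held a summed TPM of 216960 at 0 h and 196159 at 72 h. Between 0 h and 72 h, 2178 of 15433 expressed annotated genes had at least a 2-fold higher mean and 1832 a 2-fold lower mean, and 2725 and 3393 of 19137 unannotated loci. The cells of a time count as 1 sample, so these are descriptions of the cells measured, with no test between times. Confidence intervals given for shares of cells are exact binomial ones and cover counting error alone.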

We first confirmed that RamDA-seq could specifically detect the expression of differentially expressed non-poly(A) transcripts, which were identified by bulk RNA-seq, at the single-cell level (Supplementary Note 6 and Supplementary Fig. 13d).

Diffusion map analysis revealed variability within cells even at the same time points (Fig. 3a), and we searched for transcripts whose expression levels changed with pseudotime (using the first diffusion component (DC1) as pseudotime; see Methods section). 

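Among 77 genes and transcripts looked up, the highest values of rho with the first diffusion component were those of basement membrane genes. Others of that list lay below *Gata4*: *Nid1* (0.882), *Plod1* (0.833), *Lamb2* (0.796), *Hspg2* (0.778), *Nid2* (0.421) and *Agrn* (0.0757). The collagen gene *Col4a1* had a Spearman rho of 0.964 with the component over all cells of the time course, the matrix protein gene *Sparc* 0.953, the laminin gene *Lamc1* 0.952 and the endoderm factor *Gata4* 0.898. Lowest were *Esrrb* (−0.916) and the nuclear receptor gene *Nr0b1* (−0.887). *Tfcp2l1* (−0.877), *Tdgf1* (−0.873), *Tet1* (−0.866) and *Dppa4* (−0.863) came next, before *Sox2* (−0.852) and *Pou5f1* (−0.846). *Hist1h1a* had −0.367, *Lin28a*, an RNA-binding protein of ES cells, −0.00681, and *Neat1* 0.112. The component was computed here from the 5000 transcripts of highest CV among 17021 eligible ones, with a Gaussian kernel whose width is the distance to neighbour 20 of each cell. Its rho with the time of collection was 0.967, and the median positions on a scale from 0 to 1 were 0.0409 at 0 h, 0.192 at 12 h, 0.386 at 24 h, 0.696 at 48 h and 0.885 at 72 h. Cells of 48 h spread from 0.266 to 0.909. The cells are not independent replicates and 42 of the 77 have a transcript among the 5000 that define the component, so rho is given without a p.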

We identified 7580 such transcripts, including 458 non-poly(A) transcripts (Fig. 3b), and divided the 7580 transcripts into seven clusters based on expression patterns (Fig. 3c). The clustering results were supported by the expression patterns of ES and PrE marker genes (Fig. 3c and Supplementary Note 7). 

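The ES cell program went down within the first 12 h and the endoderm program came up. Of 21 expressed pluripotency genes, 11 were at least 2-fold lower and 2 higher at 12 h than at 0 h and 15 lower and 0 higher at 72 h, with median log2 folds of −1.01 and −3.42 (the latter below every one of 10000 random lists of like level). *Nanog* had 70.7 ± 28.5 TPM at 0 h (mean ± SD over cells), 6.02 ± 17.8 at 12 h and 0.548 ± 0.437 at 72 h. *Sox2* had 56.2 ± 15.9, 6.69 ± 7.69 and 0.0910 ± 0.266, and *Esrrb* 96.6 ± 22.8, 29.7 ± 17.7 and 0.703 ± 3.43. *Pou5f1* went down later, with 229 ± 45.4 TPM at 0 h, 176 ± 50.7 at 24 h, 88.8 ± 51.4 at 48 h and 25.7 ± 38.8 at 72 h. *Trh*, the thyrotropin-releasing hormone gene, was among the genes with the lowest log2 folds by the naming rule (154 ± 91.9 and 0.0233 ± 0.140 TPM), beside *Tdgf1* and *Lefty2*, both of Nodal signalling. *Klf4* (32.5 ± 19.3 and 47.0 ± 23.9 TPM at 0 h and 72 h) and *Dppa5a* (1343 ± 323 and 1251 ± 380.2) did not go down by 2-fold.
All 16 expressed primitive endoderm genes were at least 2-fold higher at 72 h, and all 13 expressed by 12 h were so at 12 h. With 1 TPM added, the median log2 folds were 4.43 and 3.21. With 0.1 TPM added, that at 72 h was 7.11. *Gata4* had 0.458 ± 0.714 TPM at 0 h, 39.2 ± 23.6 at 12 h, 116 ± 35.4 at 24 h and 181 ± 40.5 at 72 h. *Sox17* had 0.0431 ± 0.274, 27.5 ± 28.0, 66.2 ± 38.6 and 93.4 ± 39.6. *Pdgfra*, a growth factor receptor of primitive endoderm, had 0.146 ± 0.394, 50.3 ± 35.1, 124 ± 42.1 and 101 ± 31.2. *Gata6* went from 9.27 ± 4.36 to 99.2 ± 28.2 TPM, with reads of the fusion gene among them. *Dab2*, an endocytic adaptor, was highest at 48 h (335 ± 163 TPM), as was *Cubn*, an endocytic receptor (155 ± 131). Basement membrane genes followed, 10 of 16 at least 2-fold higher at 12 h and 14 of 16 at 72 h (median 4.32). Among them were the laminin genes *Lama1* (39.6 ± 16.8 to 1561 ± 410.2 TPM) and *Lamb1* (9.29 ± 6.49 to 1169 ± 310.3), *Col4a1* (9.81 ± 9.57 to 1232 ± 330.0) and *Sparc* (92.1 ± 43.8 to 2852 ± 574). Parietal endoderm genes reached 6 of 6, among them *Thbd*, thrombomodulin, with 0.193 ± 0.408 TPM at 24 h and 52.2 ± 54.9 at 72 h. Of the visceral endoderm genes only 3 were expressed, and *Ttr*, transthyretin, stayed at 0.901 ± 2.54 TPM.
The de novo DNA methyltransferase genes peaked in between. *Dnmt3a* had 25.1 ± 18.0 TPM at 0 h, 191 ± 88.7 at 12 h and 21.2 ± 15.5 at 72 h, and *Dnmt3b* 24.1 ± 12.3, 144 ± 58.0 and 30.9 ± 30.4. By the rule for 12 h, *Calcoco2*, an autophagy receptor, had 9.59 ± 12.5, 90.3 ± 75.6 and 0.181 ± 0.549 TPM at 0, 12 and 72 h. The lysosomal enzyme genes *Hexa* (19.2, 5.06 and 14.6) and *Glb1* (29.0, 10.4 and 26.9) dipped at 12 h (means at 0, 12 and 24 h). Dexamethasone-responsive genes had a median log2 fold of −0.87 at 72 h (1 higher and 4 lower by 2-fold), with *Fkbp5* at 28.5 ± 7.11 TPM at 0 h and 3.70 ± 2.77 at 72 h. The paper states that the patterns of ES and primitive endoderm markers bear out its clusters.

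**Figure D4:**
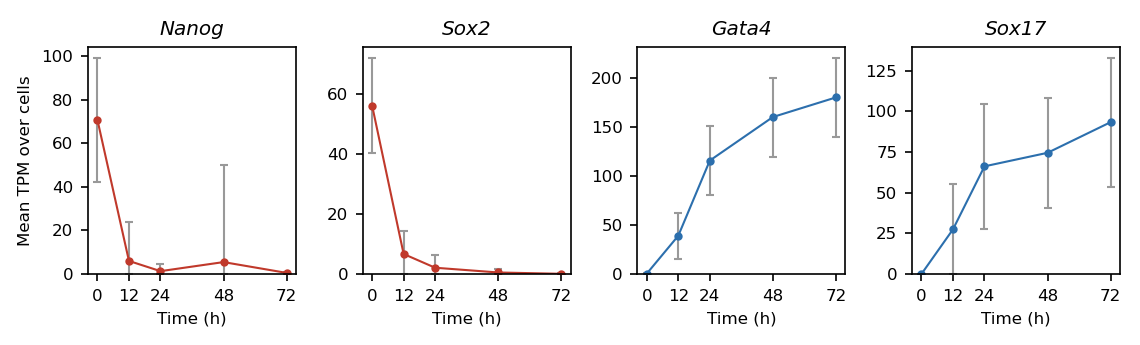
Mean TPM of *Nanog*, *Sox2*, *Gata4* and *Sox17* over the cells of each time (n = 90, 68, 90, 82 and 91 at 0, 12, 24, 48 and 72 h). Bars are 1 SD over cells and are drawn down only to 0.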

The dynamically regulated non-poly(A) transcripts were spread in all clusters with various expression patterns, suggesting that non-poly(A) transcripts are involved in various cell functions. 

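The linker histone gene *Hist1h1a* (chromosome 13) had 35.5 ± 21.4 TPM at 0 h, 30.7 ± 22.7 at 12 h, 30.7 ± 25.1 at 24 h, 18.9 ± 20.2 at 48 h and 14.9 ± 15.2 at 72 h in the single cells of the time course (mean ± SD; n = 90, 68, 90, 82 and 91). Of the genes that accompany DNA replication, *Ung* had 47.6 ± 23.4 and 11.7 ± 15.2 TPM at 0 h and 72 h and *Mcm6* 98.5 ± 22.9 and 40.0 ± 23.9. The S-phase list had a median log2 fold of −0.75 over 20 expressed genes (6 at least 2-fold lower, 0 higher), so most of the list changed by less than 2-fold. The nuclear lncRNA *Malat1-001* had 304 ± 115 TPM at 0 h, 204 ± 83.7 at 12 h and 308 ± 147 at 72 h. Each time counts as 1 sample, and no test was run between times.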

Using single-cell preamplification RT-qPCR (scRT-qPCR), we validated the observed expression changes in several of the non-poly(A) transcripts, including two unannotated intergenic non-poly(A) transcripts (clusters 1 and 2) and *Hist1h1a* (cluster 5; Fig. 3d and Supplementary Fig. 15g). Furthermore, reasoning that transcripts with similar expression patterns should share biological functions, we attempted to infer the potential functions of these dynamically regulated non-poly(A) transcripts by performing functional enrichment analysis of each cluster (Supplementary Data 1; see Supplementary Note 8 for further discussion). Future studies of these non-poly(A) RNAs will enhance our understanding of ESC differentiation.

**Fig. 3:**
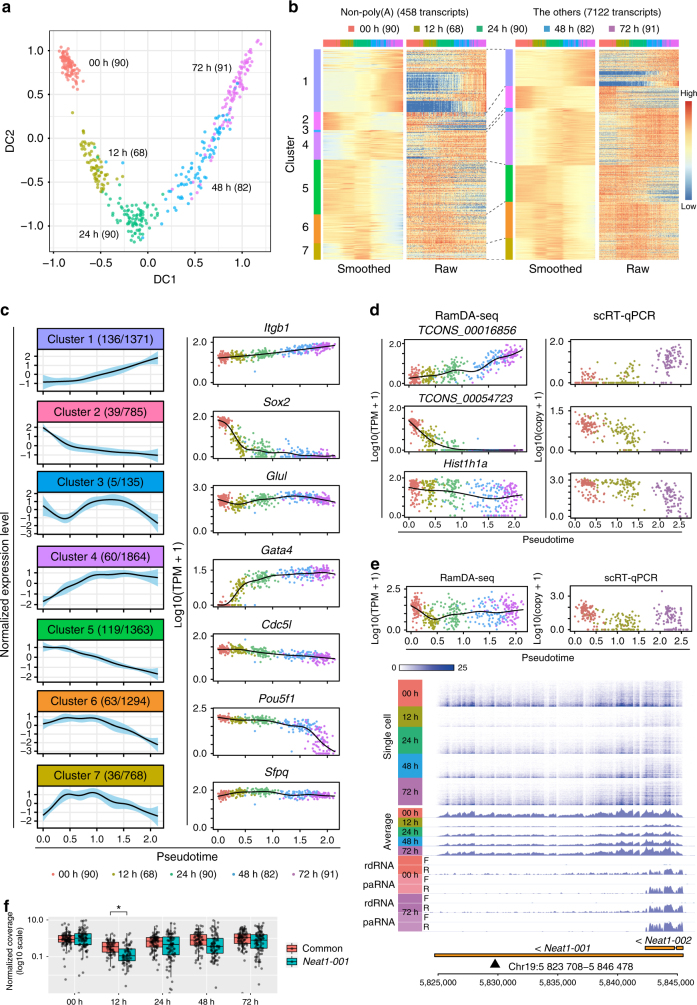
RamDA-seq analyses of cell differentiation. **a** A diffusion map of the cells collected over time and colored by the sampling time points. DC, diffusion component. The numbers in parentheses represent the number of cells. **b** Heat maps of the expression levels of non-poly(A) (left) and the other (right) transcripts. Rows are ordered and colored by clusters. Columns are ordered by pseudotime and colored by sampling time points. Smoothed values are transformed to *Z*-scores for each row. Raw values are scaled from 0 to 1 for each row. **c** (Left) Averaged expression profile for each cluster. The *x*-axis represents pseudotime. Thin, colored areas represent SDs. The numbers before and after the slash in the parenthesis represent the numbers of non-poly(A) transcripts and all transcripts included in each cluster, respectively. (Right) Expression profile of the representative transcript for each cluster. Each black curve represents a fitted generalized additive model. **d** Expression profiles of two unannotated intergenic non-poly(A) transcripts measured by RamDA-seq (left) and single-cell preamplification RT-qPCR (scRT-qPCR) (right). **e** (Top) Expression profiles of *Neat1-001* measured by RamDA-seq (left) and scRT-qPCR (right). The *x*-axes represent pseudotime. (Bottom) Coverage plot of RamDA-seq at the *Neat1* locus. The upper heat map represents the read coverage at the single-cell level. The middle plots represent the coverage averaged for cells at each time point as well as those of rdRNA-seq and paRNA-seq. Gene models are shown at the bottom. The arrowhead indicates the position of the qPCR primer. **f** The read coverage of the region common to both *Neat1-001* and *Neat1-002* (common) and the region specific to *Neat1-001*. The read coverage was normalized to the average of all cells. The asterisk indicates significant difference between two regions (Wilcoxon signed-rank test, *p*-value < 0.001 after Bonferroni correction). The center line, and lower and upper bounds of each box represent the median, and first and third quartiles, respectively. The lower (upper) whisker extends to smallest (largest) values no further than 1.5 × IQR from the first (third) quartile

We next focused on the long isoform *Neat1-001* (*Neat1_2*), which is required for the formation of paraspeckles^26^. 

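*Neat1-001* (chromosome 19, 5824708 to 5845478; 20771 bases in 1 exon) had 33.2 ± 36.3 TPM at 0 h, 4.94 ± 6.22 at 12 h, 17.1 ± 22.9 at 24 h, 18.6 ± 30.6 at 48 h and 27.6 ± 30.0 at 72 h (mean ± SD over cells; n = 90, 68, 90, 82 and 91). The mean at 12 h was 0.149 of that at 0 h. A TPM of at least 1 was reached in 96.7% of the cells at 0 h (95% confidence interval 90.6 to 99.3) and in 83.8% at 12 h (72.9 to 91.6). Genes for paraspeckle proteins were not lower at 12 h. *Sfpq* had 155 ± 38.7 TPM at 0 h and 207 ± 45.5 at 12 h, *Nono* 162 ± 36.0 and 209 ± 43.8, and *Pspc1* 32.5 ± 12.9 and 36.9 ± 14.1. Over the paraspeckle list the median log2 fold was 0.17 at 12 h (0 of 12 expressed genes at least 2-fold lower) and −0.22 at 72 h. *Mdn1-001*, a protein-coding transcript of 102 exons, had 29.9 ± 5.76 TPM at 0 h, 37.9 ± 9.30 at 12 h and 7.44 ± 4.01 at 72 h. With the authors' table of GENCODE transcripts, *Neat1-001* had 40.4 TPM at 0 h and 6.01 at 12 h.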

The expression level of *Neat1-001* specifically decreased at 12 h in RamDA-seq and scRT-qPCR (Fig. 3e). Since *Neat1-001* is a super-long (>20 kb) non-poly(A) lncRNA, we thought it would be an optimal indicator of sensitivity for non-poly(A) RNAs and full-length coverage. Consistently, mapping data of single cells using RamDA-seq showed full-length transcript coverage for *Neat1-001* (Fig. 3e). *Neat1* also has a polyadenylated short isoform (*Neat1-002*; *Neat1_1*) that is transcribed from the same promoter as *Neat1-001*^27^. To assess whether the observed decrease was specific to the long isoform or common to the two isoforms, we compared the read coverage of the region common to both isoforms and the region specific to the long isoform. The expression of the long isoform was significantly lower than that of the short isoform at 12 h only (Fig. 3f; Wilcoxon signed-rank test, *p*-value < 0.001 after the Bonferroni correction). 

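The isoforms of *Neat1* parted at 12 h in these tables as well. *Neat1-002* (chromosome 19, 5842307 to 5845476; 3004 bases), the short polyadenylated isoform, had 14.8 ± 14.2 TPM at 0 h, 10.9 ± 9.47 at 12 h, 13.0 ± 11.1 at 24 h, 20.9 ± 19.4 at 48 h and 27.0 ± 20.5 at 72 h (mean ± SD over cells). *Neat1-001* made up 54.7 ± 26.1% of the TPM of *Neat1* per cell at 0 h, 28.8 ± 25.9% at 12 h, 40.9 ± 28.9% at 24 h, 37.0 ± 27.2% at 48 h and 43.2 ± 27.9% at 72 h. From 0 h to 72 h *Neat1-001* went to 0.830 times and *Neat1-002* to 1.82 times its mean. The short isoform lies within the long one, so the program splits shared reads between them by the coverage of the rest of *Neat1-001*, and the level of *Neat1-002* rests on that split. No p was computed over cells, since each time counts as 1 sample. The paper compares the region shared by both isoforms with that of the long one and concludes that the long isoform was the lower one at 12 h only.

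**Figure D5:**
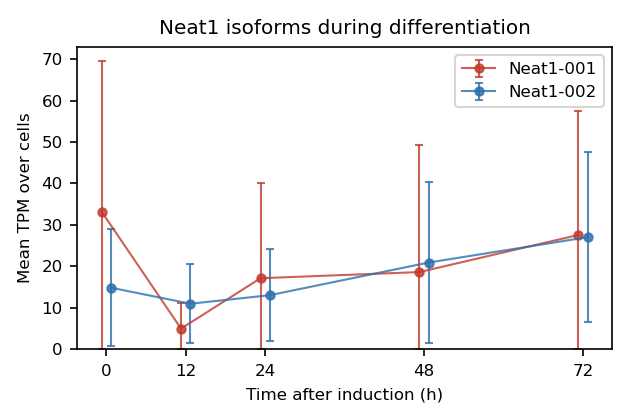
Mean TPM of *Neat1-001* and *Neat1-002* over the cells of each time (n = 90, 68, 90, 82 and 91). Bars are 1 SD over cells and are drawn down only to 0.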

Further studies are necessary to elucidate the potential biological significance of the observed dynamics of *Neat1* isoforms.

Collectively, these results indicate that many non-poly(A) transcripts are dynamically regulated and highlight the utility of full-length single-cell total RNA-seq for studying the dynamic regulation and potential functions of non-poly(A) RNAs.

### Recursive splicing in single cells

Total RNA-seq can detect pre-mRNAs and thereby confers the ability to investigate the dynamics of RNA-processing events^1^, including RS^13^. RS is a multistep process of intron removal using cryptic splice sites within long introns^14^ and was recently observed in vertebrates^13^. Due to the large number of intronic reads (Supplementary Fig. 4i) and high sensitivity of RamDA-seq, we hypothesized that RamDA-seq could detect RS. If RS occurred, read coverage patterns similar to a sawtooth wave would be observed, with a gradual decrease from the 5′ to the 3′ end of the long intron^13^ (Fig. 4a). We searched for transcripts with a sawtooth pattern within long introns by fitting linear regression models against RamDA-seq read coverage averaged across all cells in the differentiation time-series data (*p* < 1e-5, Methods section). We found clear patterns of RS in *Cadm1*, *Robo2*, and *Magi1*, which were all previously reported to show RS^13^ but were first reported in mESCs. For example, *Cadm1* and *Robo2* showed clear sawtooth patterns as well as novel splicing junctions in RamDA-seq and bulk total RNA-seq data (Fig. 4b, c). The averaged RamDA-seq read coverage for each time point showed that the sawtooth wave patterns persisted at all time points for *Cadm1* and *Magi1*, whereas the pattern was observed at only 48 and 72 h for *Robo2* (Fig. 4d, e and Supplementary Fig. 16). The height of the sawtooth wave pattern was associated with the expression level of host genes at all time points (Supplementary Fig. 16), while the pattern was not observed when gene expression was hardly detected (Supplementary Fig. 16). 

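The 3 host genes, all with very long introns, followed different courses. *Robo2*, a receptor for Slit proteins in axon guidance, had 0.00985 ± 0.0847 TPM at 0 h, 0.0361 ± 0.297 at 12 h, 0.00828 ± 0.0501 at 24 h, 1.55 ± 3.00 at 48 h and 11.3 ± 9.27 at 72 h (mean ± SD over cells). A TPM of at least 1 was reached for *Robo2* in 0% (0 to 4.02) of the cells at 0 h (95% confidence interval), 29.3% (19.7 to 40.4) at 48 h and 85.7% (76.8 to 92.2) at 72 h. *Cadm1*, a cell adhesion molecule, had 13.1 ± 5.23, 7.82 ± 3.31, 7.18 ± 3.70, 3.75 ± 3.06 and 3.95 ± 3.18 TPM at the same times. *Magi1*, a scaffold protein of cell junctions, had 13.6 ± 10.7, 9.97 ± 6.79, 7.81 ± 6.29, 5.68 ± 5.39 and 5.08 ± 5.14. Both were above a TPM of 1 in most cells at every time, with the lowest shares at 82.9% (73.0 to 90.3) for *Cadm1* (48 h) and 80.2% (70.6 to 87.8) for *Magi1* (72 h). As log2 folds of 72 h over 0 h with 1 TPM added, *Robo2* reached 3.61, *Cadm1* −1.51 and *Magi1* −1.27. The tables hold levels of transcripts and not coverage of introns, so the sawtooth pattern was not analysed here. The paper states that the height of the pattern goes with the level of the host gene.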

A simulation-based estimation of the sensitivity of RS detection showed that RS was robustly detected when host genes were sufficiently expressed (transcript per million (TPM) >1), corroborating the above observations (Methods section; Supplementary Fig. 16, right panels).

**Fig. 4:**
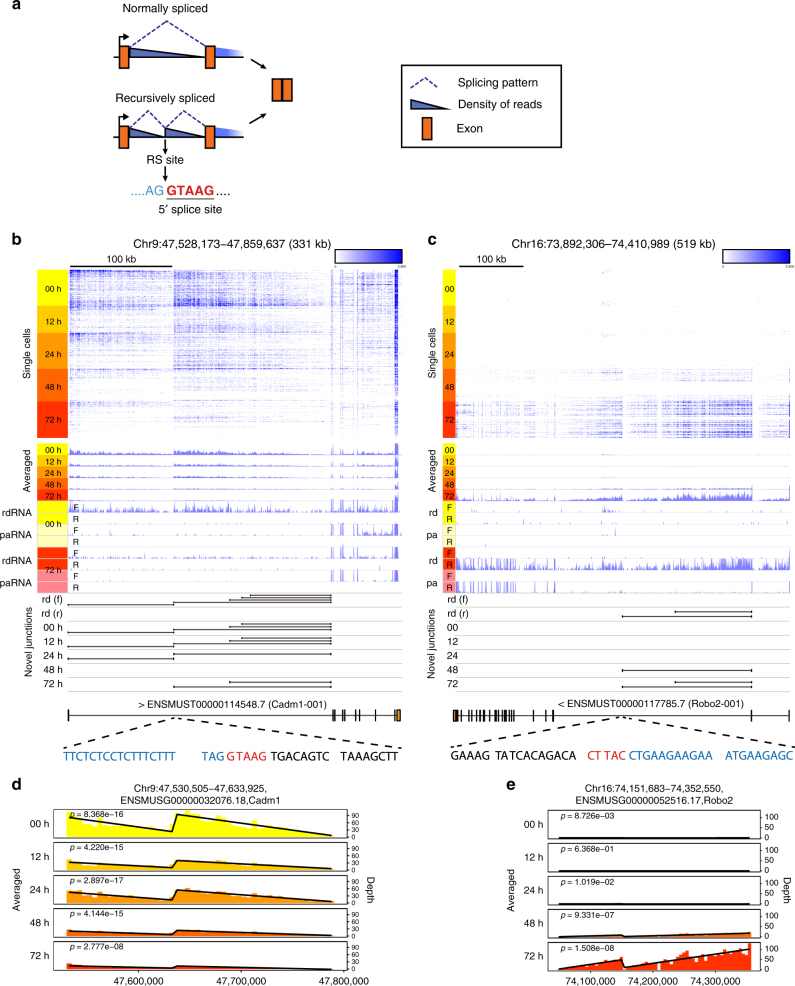
Single-cell analysis of recursive splicing. **a** Illustration of the expected read coverage for recursive-splicing sites. **b**, **c** Recursive-splicing exons observed by RamDA-seq in *Cadm1* (**b**) and *Robo2* (**c**). The upper heat maps represent the RamDA-seq read coverage for each cell. The middle tracks represent the averaged RamDA-seq coverage for each sampling time point. The lower tracks represent the read coverage of rdRNA-seq (rd) and paRNA-seq (pa) on forward (f) and reverse (r) strands at 0 and 72 h. Novel splice junctions observed by rdRNA-seq (rd) on forward (f) and reverse (r) strands and RamDA-seq are also shown. Gene models and nucleotide sequences around recursive-splicing sites are shown at the bottom. The region upstream (blue) of the 5′ splice motif (red) has been excised to reconstitute the 5′ splice site. **d**, **e** The summed normalized read coverage of RamDA-seq for each time point in the 5-kb bin (bars) and the fitted linear regression models (black lines) in *Cadm1* (**d**) and *Robo2* (**e**). The *p*-values of F-tests are indicated

Next, we attempted to address whether RamDA-seq can detect RS even in each single cell. Based on the RS detection sensitivity estimated above, we selected cells with sufficient intronic reads (RS detection probability >0.95; Supplementary Fig. 17, Methods section). We fitted linear regression models against the RamDA-seq read coverages of each single cell in *Cadm1*, *Robo2*, and *Magi1*. RS was detected in a subpopulation of cells (71 of 149 cells for *Cadm1*, 12 of 54 cells for *Magi1*, and 1 of 1 cell for *Robo2*) although many cells in which RS was not detected also appeared to show the sawtooth pattern (Supplementary Fig. 17). However, interestingly, some other cells showed monotonically decreasing patterns, which correspond to “normal” splicing (Fig. 4a). The monotonically decreasing pattern was also observed even when we filtered cells with a more stringent threshold of intronic reads (Supplementary Fig. 17). These observations raise the possibility of cell-to-cell heterogeneity in RS. Therefore, further investigation is needed to reveal the mechanisms and significance of the observed heterogeneity in RS. Collectively, these results demonstrate that RamDA-seq can detect RS in single cells.

### Enhancer RNAs in single cells

Most eRNAs represent one major class of non-poly(A) transcript^7,10^, and previous studies have often used bulk total RNA-seq methods to detect the expression of eRNAs^28,29^. Although compared with mRNAs, eRNAs are expressed at quite low levels^16^, we hypothesized that the high sensitivity of RamDA-seq to non-poly(A) RNAs could allow the detection of eRNAs in single cells. To address this possibility, we first assessed the performance of RamDA-seq and other scRNA-seq methods for detecting eRNAs using two sets of eRNAs: (1) the transcribed enhancer annotation in mESCs identified using CAGE (cap analysis of gene expression) by the FANTOM5 project^10^; and (2) the non-poly(A) RNAs with their transcription start site (TSS) displaying enhancer-like histone modifications (Methods section). Analysis of the 10 pg of RNA data confirmed that RamDA-seq could detect eRNAs with higher sensitivity than could the other scRNA-seq methods (Supplementary Note 9 and Supplementary Fig. 18).

Next, we examined whether RamDA-seq could be used to detect eRNAs in single cells with differentiation time-series data. The detection rates for ES-active CAGE enhancers were highest at 0 h and decreased as differentiation progressed (Fig. 5a), whereas the detection rates for ES-inactive enhancers were consistently low. Similar trends were observed when we used non-poly(A) eRNAs with enhancer-like histone modifications (Supplementary Fig. 19a). In addition, we checked the distribution of read coverage around ES-active CAGE enhancers. Bimodal peaks were observed in regions 200–400 bp away from the enhancers in cells at 0 h (Fig. 5b and Supplementary Fig. 19b,c), as observed in the 10 pg of RNA data (Supplementary Fig. 18b,c), and these peaks weakened with the progression of cell differentiation. Consistently, bimodal peaks are observed around enhancers in the read coverage of total RNA-seq^7^. On the other hand, the distribution of the read coverage around random genomic regions was steadily low across all time points (Fig. 5b). Collectively, these results indicated that RamDA-seq could detect eRNAs in a cell type-specific manner.

**Fig. 5:**
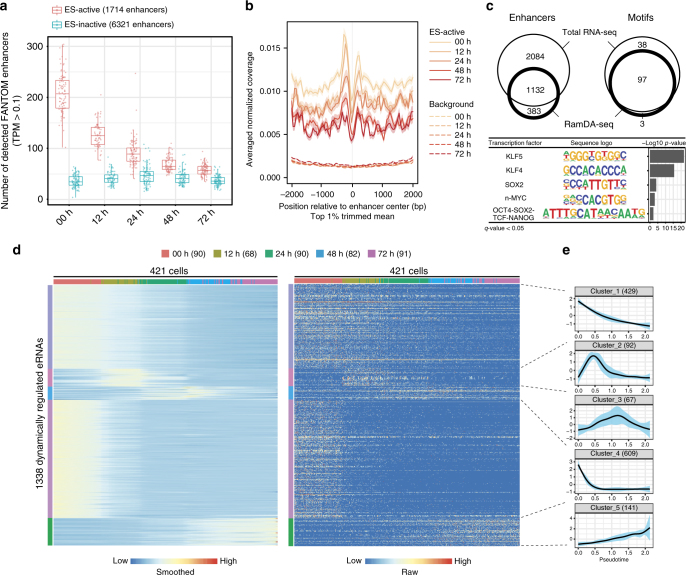
Single-cell analysis of enhancer RNAs. **a** Number of detected FANTOM5 CAGE enhancers for the ES-active (red) and ES-inactive (blue) enhancers for each cell. The detection of each enhancer is called when the TPMexceed 0.1. The center line, and lower and upper bounds of each box represent the median, and first and third quartiles, respectively. The lower (upper) whisker extends to smallest (largest) values no further than 1.5 × IQR from the first (third) quartile. **b** Aggregation plot of the read coverage around the ES-active enhancers (solid lines; 1199 enhancers) and random genomic regions (dashed lines; 44 467 enhancers). Normalized read coverage was averaged across the cells and normalized to make the sum of each enhancer be 1 and were further averaged across enhancers after trimming the top 1% of enhancers for each 50-bp bin. Only the top 70% of highly expressed enhancers (quantified within regions 75 to 275 bp away from the center of enhancers) were included. The shaded areas represent SDs. **c** Motif analysis of enhancers detected by rdRNA-seq and RamDA-seq with ESCs. The number of detected enhancers (top left) and enriched known DNA motifs of transcription factors (top right) are shown in Venn diagrams. Sequence logos and *p*-values for enrichment (binomial test) are indicated at the bottom for overrepresented motifs (*q*-value < 0.05) of transcription factors associated with self-renewal in ESCs. **d** Heat maps of the expression levels of eRNAs. Rows are ordered and colored by clusters. Columns are ordered by pseudotime and colored by sampling time points. Smoothed values are transformed to *Z*-scores for each row. Raw values are scaled from 0 to 1 for each row. The numbers in parentheses represent the number of cells. **e** Averaged expression profile for each cluster of eRNAs. The *x*-axis represents pseudotime. Thin, colored areas represent SDs. The numbers in parentheses represent the number of eRNAs

Previous studies have demonstrated an enrichment for cell type- and condition-specific transcription factor DNA-binding motifs at active eRNA loci^10,30^, which prompted us to search for enrichment of motifs of cell type-specific transcription factors. We defined CAGE enhancer subsets that were active in ESCs using RamDA-seq and performed a motif enrichment analysis (Methods section). In parallel, the same analysis was performed using rdRNA-seq. RamDA-seq identified 1515 ES-active enhancers, 75% of which were also considered active using bulk total RNA-seq (Fig. 5c). One hundred motifs were enriched (*q*-value < 0.05). Of these, 97 (97%) were also enriched based on the bulk total RNA-seq analysis. Interestingly, these enriched motifs contained motifs of transcription factors involved in self-renewal and ESC pluripotency^31,32^, including motifs for KLF4, KLF5, SOX2, and n-MYC and a composite motif for “OCT4-SOX2-TCF-NANOG” (Fig. 5c).

Having validated our genome-wide eRNA analysis with RamDA-seq, we searched for eRNAs showing variations according to pseudotime of the cells and performed hierarchical clustering (Methods section). We found 1338 dynamically regulated eRNAs (false discovery rate (FDR) < 0.01) in five clusters: two downregulated clusters; two transiently upregulated clusters; and one late upregulated cluster (Fig. 5d, e). Fewer eRNAs were found in the late upregulated clusters, possibly due to hyperactive global transcription in ESCs^33^ or the lack of PrE data in the FANTOM annotation. Notably, GATA4, a late PrE marker^34^, was enriched in one transiently upregulated cluster (cluster 3) and in the late upregulated cluster (cluster 5), which suggests that these clusters represent enhancers that function in the differentiation into PrE. Altogether, we conclude that RamDA-seq can detect eRNA activity associated with cell type-specific regulation as well as the potential regulator of eRNAs within a subpopulation of single cells.

## Discussion

In this study, we developed RamDA-seq, a full-length total RNA sequencing of single cells, and showed that RamDA-seq was the most effective at detecting full-length and non-poly(A) transcripts among the scRNA-seq methods tested here (Fig. 2). RamDA-seq revealed many known and unannotated non-poly(A) transcripts that were dynamically regulated as differentiation progressed, including *Neat1-001* (Fig. 3). In addition, RamDA-seq detected RS (Fig. 4) and eRNAs (Fig. 5); this is, to our knowledge, the first report of genome-wide analysis in single cells. Our results demonstrate that RamDA-seq provides a comprehensive view of total RNA, including non-poly(A) RNAs, pre-mRNA, and eRNA, at the single-cell level.

The sensitivity and full-length transcript coverage of RamDA-seq were achieved using RT-RamDA and NSRs. RT-RamDA contributes to robustness to template loss via manipulation by cDNA amplification during RT, which leads to high sensitivity. Moreover, RT-RamDA improves sensitivity and reproducibility by eliminating the necessity for PCR amplification, which often results in amplification bias. NSRs contributes to the full-length transcript coverage and high efficiency of capturing poly(A) and non-poly(A) RNAs by multiple priming. RT-RamDA is suited for the use of NSRs because RT-RamDA can amplify cDNA without the adapter sequences for WTA, unlike other conventional methods (Supplementary Fig. 1). These characteristics contribute to RT efficiency and the cost reduction of oligo primer synthesis.

There are some limitations to this method. Since RT-RamDA generates cDNA by strand displacement amplification, which depends on the random nicking of cDNA, cell barcodes and unique molecular identifiers (UMIs) could not be added to the sequencing library. Therefore, it is difficult to perform pre-indexing high-throughput sequencing and molecule counting using UMIs. Moreover, because RamDA-seq is a total RNA-seq method, it requires more sequencing reads than do other scRNA-seq methods (described below). Even though RamDA-seq uses NSRs, the RamDA-seq library still contains a relatively high proportion (10–35%) of rRNA sequences (Supplementary Fig. 4b, c and Supplementary Fig. 15c). To address this issue, modifying the NSRs is necessary, for example, by adjusting the annealing temperature of NSRs to prevent misannealing or removing the complementary sequences annotated as rRNAs in RepeatMasker. It is also important to achieve strand-specific sequencing in RamDA-seq to distinguish overlapping transcripts.

Based on a subsampling simulation, with >1M reads per cell, RamDA-seq detects more transcripts than the other scRNA-seq methods (Supplementary Fig. 4e). Moreover, with ~4M reads per cell, RamDA-seq yields reads from non-poly(A) transcripts, introns and intergenic regions and provides beneficial information regarding unannotated intergenic transcripts, RS, and enhancer RNA (Figs. 3–5). Given that ~4M reads per cell are typical for plate-based scRNA-seq (for example, 96 cells in 1 run on NextSeq yields ~4M reads per cell), these results demonstrate that RamDA-seq needs just normal sequencing runs to provide useful information regarding gene expression, transcriptional regulation, and RNA processing.

Full-length total RNA-seq from single cells will be valuable to many studies using rare cells. Many biologically and clinically important cell types are rare and are often found in heterogeneous cell populations. Thus, these cell types require single-cell approaches, and accumulating evidence suggests the importance of full-length total RNA-seq in single cells. Non-poly(A) lncRNAs^35^ and circRNAs^36^, non-canonical splicing^11^, fusion genes^36^, mutations^36^, and RNA editing^37^ are associated with many diseases, such as cancers, and their detection will benefit from full-length coverage of mRNA and pre-mRNAs. Enhancers account for cell type-specific expression^28,29^ and diseases, and their activity and potential regulators can be inferred by eRNAs^10,30^. Based on our results, single-cell analyses using RamDA-seq could be useful for identifying novel biomarkers and drug targets, non-canonical and aberrant RNA-processing events, and active enhancers and their potential regulators in rare cells.

*Neat1* is an architectural component of paraspeckle nuclear bodies^38^, which regulate gene expression via capture of A-to-I edited mRNAs^39^ and transcription factors^40^, and is required for corpus luteum formation and establishment of pregnancy in mice^41^. The long non-poly(A) isoform *Neat1-001*, not the short poly(A) isoform *Neat1-002*, is essential for the formation of paraspeckles^42^. Although the two isoforms are transcribed from the same promoter, they show different expression patterns, and *Neat1-001* is expressed only in a small subpopulation of cells in adult mouse tissues^26^. Therefore, distinguishing the expression of the two isoforms of *Neat1* at the single-cell level is critical for studying their functions. In this study, RamDA-seq’s sensitivity to non-poly(A) transcripts and full-length transcript coverage distinguished the expression of the two isoforms and revealed dynamic and differential regulation of the long non-poly(A) isoform (Fig. 3). These results suggest that RamDA-seq could be beneficial for investigation of temporal and spatial expression patterns of long non-poly(A) RNAs in single cells.

Unexpectedly, we observed cell-to-cell heterogeneity in read coverage patterns around RS sites, suggesting that some cells showed RS, and other cells showed normal splicing (Supplementary Fig. 17). These results indicate that RamDA-seq can detect cell-to-cell heterogeneity in RS and could help to address the mechanisms and relationship between transcription and splicing. Toward these goals, several important challenges remain. Given that some cells in which RS was not detected showed weak sawtooth patterns, RamDA-seq highlights the limitation of the current linear regression model used to detect RS in this study and the need for further improvement in computational methods to robustly detect RS using single-cell data. Another challenge is to experimentally and computationally distinguish biological and technical variabilities in RS at the single-cell level. We will address these challenges in the future.

Recently, droplet-based scRNA-seq methods, which can sequence a very high number of cells at once, have been proposed^43,44^. Although a large number of sequenced cells benefits the discovery of rare cell populations^45^, these methods, in contrast to RamDA-seq, target only the 3′ ends of poly(A) transcripts. Due to this difference, RamDA-seq will complement these methods for studying single cells in complex biological systems.

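Living cells on the C1 system, 16 labelled as ES cells and 39 as primitive endoderm cells, differed in the markers of the 2 types. *Nanog* had 189 ± 66.1 TPM in ES cells and 7.51 ± 4.69 in primitive endoderm cells (mean ± SD over cells). *Sox2* had 67.3 ± 19.8 and 3.30 ± 2.41, and *Pou5f1* 416 ± 117 and 97.4 ± 96.1. *Gata4* had 9.78 ± 7.57 and 369 ± 101 TPM, *Sox17* 5.15 ± 5.62 and 105 ± 45.2, and *Dab2* 10.5 ± 6.79 and 588 ± 189.7. *Col4a1* had 13.6 ± 4.91 and 1065 ± 383, and *Lamb1* 21.8 ± 10.8 and 1123 ± 317. Of 21 expressed pluripotency genes, 14 were at least 2-fold lower in primitive endoderm cells and 0 higher (median log2 fold −2.77). Against that, 16 of 16 primitive endoderm genes (4.43) and 14 of 16 basement membrane genes (4.11) were at least 2-fold higher. *Ttr* was at 0 in ES cells and at 4.47 ± 10.7 TPM in primitive endoderm cells, where 30.8% of the cells reached a TPM of 1. *Klf4* (42.8 ± 23.7 and 65.9 ± 30.9) and *Hist1h1a* (43.1 ± 39.0 and 44.6 ± 36.8) differed by less than the spread between cells. Per cell, 31657 ± 1443 and 30993 ± 1776 transcripts reached a TPM of 0.1, and 38.8% and 36.6% of the strict set of RNAs without a tail were among them. The cells of a type count as 1 sample, so no test was run.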

We confirmed that RamDA-seq works with living single cells on the Fluidigm C1 platform (Supplementary Fig. 14d and Supplementary Fig. 15a–e), which suggests that RamDA-seq can be easily applied in diverse studies. 

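ES and primitive endoderm cells were sorted side by side into 4 plates, which the labels name E1, E2, B1 and B2. The series record speaks of 2 experimenters and 2 days and leaves open which letter or number stands for which. ES cells numbered 40, 42, 58 and 49 on these plates and primitive endoderm cells 56, 54, 38 and 47. Transcripts with a TPM of at least 0.1 per ES cell came to 28231 ± 4640.2 on E1 (mean ± SD over cells), 28750.2 ± 1057 on E2, 26389.8 ± 8236 on B1 and 23847 ± 10972 on B2. Per primitive endoderm cell they came to 28140.5 ± 4014, 27901 ± 4034, 27714 ± 4669.7 and 25393 ± 8970.3. Wells with far fewer transcripts than the rest of their group (below the lower quartile by over 1.5 interquartile ranges) were 9 for ES cells and 6 for primitive endoderm cells on B2, 6 and 1 on B1, and 0 to 2 on E1 and E2. Mean profiles of ES cells on different plates correlated at 0.950 to 0.976 across 19532 genes and those of primitive endoderm cells at 0.961 to 0.979, while the 2 cell types on the same plate correlated at 0.818 to 0.840. Genes are not independent replicates, and these values carry no p.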

We also evaluated plate-to-plate variability (batch effect) of RamDA-seq (Supplementary Fig. 20a). The variabilities between plates were similar to the variabilities within plates, suggesting that the plate effects are modest at worst. Plate-to-plate variability was much smaller than the variability between cell types, and the proportion of variance explained in principal component analysis (PCA) was 0.6% (Supplementary Fig. 20b–h). 

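Over the 4 plates, many endoderm and pluripotency genes differed between the cell types. The labels name no separate cultures behind the plates. The p-values below therefore measure the spread between plates, which is technical, and not that between cultures. Taking each plate's mean per cell type as a sample (n = 4 and 4; limma on log2(TPM + 1)), *Dab2* had 344 ± 15.8 against 0.787 ± 0.366 TPM in primitive endoderm and ES cells (log2 fold 7.61, SE 0.13, adjusted p = 1.97e-09; mean ± SD over plates). *Gata4* had 331 ± 24.0 against 1.29 ± 0.228 TPM (log2 fold 7.18, SE 0.10, adjusted p = 9.11e-10; chromosome 14, 63198922 to 63271692) and *Sox17* 108 ± 6.65 against 0.198 ± 0.103 TPM (log2 fold 6.51). The largest log2 fold was that of *Srgn*, a proteoglycan of secretory granules (log2 fold 8.21, SE 0.09, adjusted p = 6.06e-10), and *Cryab*, a small heat shock protein (7.58), *Hs3st1*, a heparan sulfate enzyme (7.30), and *Pth1r*, the receptor for parathyroid hormone (7.02), were higher as well. Lowest was *Trh* (0.156 ± 0.0539 against 356 ± 42.3 TPM; log2 fold −8.26, SE 0.10, adjusted p = 6.06e-10), with *Tdgf1* (−7.11), *Sox2* (−5.67), *Esrrb* (−5.55), *Nanog* (−5.19; chromosome 6, 122707489 to 122714633) and *Pou5f1* (log2 fold −2.48, SE 0.14, adjusted p = 9.28e-07) lower as well. *Klf4* (log2 fold 0.22, adjusted p = 0.111) and *Gata6* (log2 fold 0.76, adjusted p = 0.145; 209 ± 2.63 against 147 ± 104 TPM) did not pass, and *Col4a1* passed with a wide spread among ES plates (1186 ± 28.5 against 176 ± 311 TPM; adjusted p = 0.00578). Without the wells of few transcripts *Gata6* passed (220.3 ± 10.9 against 76.1 ± 6.20 TPM; log2 fold 1.52, adjusted p = 8.40e-08), as did *Col4a1* (1241 ± 77.3 against 12.8 ± 1.28 TPM; log2 fold 6.50, adjusted p = 6.01e-11), and *Klf4* still did not pass (log2 fold 0.17, adjusted p = 0.0776).
Of 21 tested pluripotency genes, 15 were lower and 2 higher (16 and 2 adjusted over the list alone; median log2 fold −3.24). By contrast, 15 of 16 primitive endoderm genes (5.14), 15 of 16 basement membrane genes (4.24) and 6 of 6 parietal endoderm genes (5.23) were higher and none lower. Genes of the secretory pathway were higher in 23 of 24 cases (median 1.58), S-phase genes lower in 11 of 20 and higher in 2 (−0.97), and rRNA processing genes lower in 12 of 19 and higher in 0 (−0.40). *Neat1* was higher in primitive endoderm cells (42.5 ± 1.64 against 29.7 ± 4.03 TPM; log2 fold 0.51, adjusted p = 0.00242) and *Hist1h1a* did not pass (log2 fold −0.18, adjusted p = 0.448). In all, 17418 genes were tested and 10418 called, 6012 higher and 4406 lower.
Plate accounted for 2.75% of the variance over 10637 genes and 384 cells (2.29% within cell types) and cell type for 15.3%. With plate labels permuted within cell types, the share of 2.75% became 1.00% on average and 2.52% at most. On the first principal component (36.5% of the variance) plate accounted for 5.14% and cell type for 3.86%, and on the second (15.5%) for 1.61% and 89.6%. Without the wells of few transcripts (357 cells left) plate accounted for 1.57% and cell type for 24.9%, and on the first principal component for 1.85% and 98.8%. The paper proposes that plate effects are modest, and states that variation between plates was much smaller than that between cell types.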

In conclusion, we propose that RamDA-seq will expand our scope of single-cell measurement and will be useful for investigating cellular and transcriptional dynamics at the single-cell level in heterogeneous cell populations, such as cancers and complex tissues.

## Methods

### Cell culture

5G6GR mouse ES cells were used for total RNA extraction and scRNA-seq. 5G6GR mouse ES cells were provided by Hitoshi Niwa (Laboratory for Stem Cell Biology, Institute of Molecular Embryology and Genetics at Kumamoto University). This cell line was constructed by randomly incorporating the linearized Gata6-GR-IRES-Puro vector into EB5 ES cells^46^. The cells were cultured in a feeder-free gelatin-coated dish in 10% fetal calf serum containing Glasgow minimal essential medium (Sigma-Aldrich), 1000 U/mL leukemia inhibitory factor (ESGRO; Millipore), 100 µmol/L 2-mercaptoethanol (Thermo Fisher), 1× non-essential amino acids (Thermo Fisher), 1 mmol/L sodium pyruvate (Thermo Fisher), 2 mmol/L l-glutamine (Sigma-Aldrich), 0.5× penicillin/streptomycin (Thermo Fisher), 0.5 µg/mL puromycin (Sigma-Aldrich), and 10 µg/mL blasticidin (Thermo Fisher). To assess PrE differentiation, 5G6GR ES cells were cultured in differentiation medium containing 100 mmol/L dexamethasone rather than blasticidin. The cells were cultured for 72 h.

### Cell dissociation and single-cell sorting

The cultured cells were dissociated with 1/5× TrypLE Express (Thermo Fisher) at 37 °C for 3 min. The dissociated cells were adjusted to 1 × 10^6^ cells/mL and stained with 10 µg/mL Hoechst 33342 dye (Sigma-Aldrich) in phosphate-buffered saline (PBS) at 37 °C for 15 min to identify the cell cycle. After Hoechst 33342 staining, the cells were washed once with PBS and stained with 1 µg/mL propidium iodide (PI, Sigma-Aldrich) to remove dead cells. Single-cell sorting was performed as previously reported^23^ using MoFlo Astrios (Beckman Coulter). Single cells were collected in 1 µL of cell lysis buffer in a 96-well PCR plate (BIOplastics). The data were analyzed using FlowJo 8.1 software (FlowJo).

### RNA extraction

Total RNA was extracted using an RNeasy Mini Kit (Qiagen). RNA quantification and quality checks were performed with a Quantus fluorometer (Promega) and the Bioanalyzer RNA 6000 Nano Kit (Agilent Technologies). We confirmed that the sample RNA integrity number was >9.5.

### Bulk RNA-seq

For paRNA-seq, we purified poly(A) RNA from 1 µg of ES total RNA using a NEBNext Poly(A) mRNA Magnetic Isolation Module (NEB). For rdRNA-seq, we depleted rRNA from 1 µg of ES total RNA using a GeneRead rRNA Depletion Kit (Qiagen). We prepared conventional RNA-seq library DNA with the resulting RNA using a commercial kit (NEBNext Ultra Directional RNA Library Prep Kit for Illumina; NEB) in accordance with the manufacturer’s protocol, with slight modifications during RT and PCR steps. We used SuperScript III (Thermo Fisher) for RT. We used KAPA HiFi DNA polymerase (Kapa Biosystems) in the PCR step. When we performed rdRNA-seq using 10 or 1 ng of ES total RNA, we utilized a KAPA RNA HyperPrep Kit with RiboErase (Kapa Biosystems) for the preparation of sequencing library DNA according to the manual instructions.

### Cell lysis buffer conditions

Total RNAs or sorted single cells were diluted or lysed in 1 μL of cell lysis buffer containing 1 U RNasein plus (Promega), 10% RealTime ready Cell Lysis Buffer (Roche), 0.3% NP40 (Thermo Fisher), and RNase-free water (TaKaRa). The lysate solution was immediately centrifuged and mixed using a ThermoMixer C (Eppendorf) at 2000 rpm for 1 min at 4 °C. The cell lysate solution was stored at −80 °C until use.

### RT-RamDA

Template RNA was diluted in 1 μL of lysis buffer, denatured for 1.5 min at 70 °C, and stored on ice. The reaction buffer for RT was modified using the PrimeScript RT reagent Kit (TaKaRa). A mixture containing 2 μL of conventional RT mix (1.5× PrimeScript buffer, 0.6 pmol oligo(dT)18 (Thermo Fisher), 8 pmol random hexamers (TaKaRa), and 1.5× PrimeScript enzyme mix in RNase-free water) or 2 μL of RT-RamDA mix (1.5× PrimeScript buffer, 0.6 pmol oligo(dT)18, 8 pmol random hexamers or NSRs, 0.2 U of DNase I Amplification Grade (Thermo Fisher), 100 ng of T4 gene 32 protein (Roche), and 1.5× PrimeScript enzyme mix in RNase-free water) was added to 1 μL of diluted, denatured template RNA. The mixture was agitated for 30 s at 2000 rpm using MixMate (Eppendorf) and incubated in a C1000 thermal cycler (Bio-Rad) at 25 °C for 10 min, 30 °C for 10 min, 37 °C for 30 min, 50 °C for 5 min, and 85 °C for 5 min. The RT product was diluted 1:9 in nuclease-free water and used for qPCR analysis.

### Preparation of poly(A) RNA-depleted RNA and poly(A) RNA

To evaluate triplicate samples, template RNAs were extracted from three different culture dishes for each ES and PrE condition. We prepared both poly(A)-depleted RNA and poly(A)-selected RNA from each 1 µg of total RNA using the NEBNext Poly(A) mRNA Magnetic Isolation Module (NEB) as follows. First, poly(A) RNA was bound to magnetic oligo-dT beads. We collected magnetic beads and supernatant for subsequent purification. Magnetic beads, which bound to the poly(A) RNA, were processed in accordance with the manufacturer’s protocol. Finally, we obtained purified poly(A)-selected RNA. Purified poly(A)-depleted RNA was also obtained from the supernatant using RNA Clean & Concentrator-5 (Zymo Research).

### RT-qPCR for classifying non-poly(A) and poly(A) RNA

We performed RT-qPCR using the abovementioned total RNA, poly(A)-depleted RNA, and poly(A)-selected RNA. The input amount was adjusted for the total RNA derived from 20 ng. One microliter of diluted RNA was added to 2 μL of RT mix (1.5× VILO Reaction Mix (Thermo Fisher) and 1.5× SuperScript Enzyme Mix (Thermo Fisher) in RNase-free water). RT was conducted at 25 °C for 10 min, 42 °C for 60 min, and 85 °C for 5 min. The RT product was diluted 1:25 for qPCR analysis.

### Single-cell RT-qPCR

The single-cell lysate was thawed at 4 °C and centrifuged. Next, 0.5 μL of genomic DNA digestion mix (0.1 U of DNase I Amplification Grade (Thermo Fisher) and 2× DNase I Reaction Buffer (Thermo Fisher) in RNase-free water) was added to 1 μL of the single-cell lysate in a 96-well PCR plate and incubated at 25 °C for 5 min. After genomic DNA digestion, we added 0.5 µL of denaturing mix (8 mM EDTA and 0.02% NP40 in RNase-free water) to the digested sample, followed by incubation at 70 °C for 5 min to inactivate DNase I and desaturate the RNAs. The sample plate was immediately placed on ice. One microliter of the RT mix (3× VILO Reaction Mix (Thermo Fisher) and 3× SuperScript Enzyme Mix (Thermo Fisher) in RNase-free water) was added to the sample plate and incubated at 25 °C for 10 min, 42 °C for 60 min, and 85 °C for 5 min. For single-cell RT-qPCR in Supplementary Fig. 2d, the RT product was diluted 1:5 in RNase-free water for qPCR analysis. For scRT-qPCR in Fig. 3d, e, Supplementary Fig. 11f, and Supplementary Fig. 15g, we prepared 10× pooled primer mix containing 500 nM each of the gene-specific primers listed in Supplementary Data 2. Seventeen microliters of the preamplification mix (10 µL of 2× Platinum Multiplex PCR Master Mix (Thermo Fisher), and 2 µL of 10× pooled primer mix in nuclease-free water) was added to 3 µL of the RT products. The PCR conditions were as follows: activation at 95 °C for 2 min; 14 cycles of denaturation at 95 °C for 30 s; annealing at 60 °C for 90 s; and extension at 72 °C for 60 s. After PCR preamplification, the PCR products were added 8 µL of primer digestion mix (32 U of Exonuclease I (NEB) and 1× Exonuclease I Reaction Buffer (NEB) in nuclease-free water) and incubated at 37 °C for 30 min and 80 °C for 15 min. The final products were diluted 1:87.6 and 1.5 µL of the diluted products were used for qPCR analysis. The copy number of gene expression was adjusted and estimated using the input copy number of the spike RNAs (Lys: 1000 copies; Thr: 5 copies).

### Quantitative PCR

qPCR was performed using a LightCycler 480 (Roche) under the following conditions: 3.5 µL of qPCR reaction mix (2.5 µL of 2× QuantiTect SYBR Green Master Mix; 0.03 μL of 100 μM forward primer; 0.03 μL of 100 μM reverse primer; and 0.94 μL of 0.0015% NP40) was added to 1.5 μL of diluted cDNA using a 384-well transfer plate (Watoson). The PCR conditions were as follows: activation at 95 °C for 15 min; 40 cycles of denaturation at 95 °C for 15 s; and extension at 60 °C for 1 min. A melting curve analysis was performed by cycling at 95 °C for 15 s, 60 °C for 15 s, and 95 °C for 15 s. The standard curve for absolute values was generated using a fivefold dilution series of Lys and Thr DNA mix as the standard (15 625, 3125, 626, 125, 25, 5, and 0 copies) as well as a fivefold dilution series of mouse genomic DNA (Clontech). Because cDNA is single-stranded, quantitative values were calculated by doubling the measured amount (dsDNA copies). Supplementary Data 2 show the primer sequences. Data analysis was performed using LightCycler 480 software, version 1.5 (Roche).

### Not-so-random primers

Mouse first-strand NSRs consisting of 408 hexamers were synthesized individually by Sigma-Aldrich as previously reported^22^. In contrast, second-strand NSRs were designed and synthesized as a sequence complementary to the first-strand NSRs according to a previous study^21^. For details regarding the NSR sequences, please refer to Supplementary Data 3.

### Sequencing library preparation for RamDA-seq

For the 10 pg of total RNA sample, 10 pg of total RNA was diluted in cell lysis buffer from 100 ng/μL frozen stock of total RNA. For the single-cell lysate sample, −80 °C stocks of the single-cell lysates in 96-well PCR plates were thawed at 4 °C and centrifuged. The cell lysates or 10 pg of total RNA was denatured at 70 °C for 90 s and held at 4 °C until the next step. To eliminate genomic DNA contamination, 1 μL of genomic DNA digestion mix (0.5× PrimeScript Buffer, 0.2 U of DNase I Amplification Grade, 1: 5 000 000 ERCC RNA Spike-In Mix I (Thermo Fisher) in RNase-free water) was added to 1 μL of the denatured sample. The mixtures were agitated for 30 s at 2000 rpm using an ThermoMixer C at 4 °C, incubated in a C1000 thermal cycler at 30 °C for 5 min and held at 4 °C until the next step. One microliter of RT-RamDA mix (2.5× PrimeScript Buffer, 0.6 pmol oligo(dT)18, 8 pmol 1st-NSRs, 100 ng of T4 gene 32 protein, and 3× PrimeScript enzyme mix in RNase-free water) was added to 2 µL of the digested lysates. The mixtures were agitated for 30 s at 2000 rpm and 4 °C, and incubated at 25 °C for 10 min, 30 °C for 10 min, 37 °C for 60 min, 50 °C for 5 min, and 94 °C for 5 min. Then, the mixtures were held at 4 °C until the next step. After RT, the samples were added to 2 μL of second-strand synthesis mix (2.25× NEB buffer 2 (NEB), 0.625 mM each dNTP Mixture (TaKaRa), 40 pmol 2nd-NSRs, and 0.75 U of Klenow Fragment (3′ → 5′ exo-) (NEB) in RNase-free water). The mixtures were agitated for 30 s at 2000 rpm and 4 °C, and incubated at temperatures increasing from 4 to 37 °C at a rate of 1 °C/min. Subsequently, the mixtures were maintained at 37 °C for 30 min and then at 4 °C until the next step. Sequencing library DNA preparation was performed using the Tn5 tagmentation-based method with 2/5 volumes of the Nextera XT DNA Library Preparation Kit (Illumina) according to the manufacturer’s protocol. The above-described double-stranded cDNAs were purified by using 15 μL of AMPure XP SPRI beads (Beckman Coulter) and a handmade 96-well magnetic stand for low volumes. Washed AMPure XP beads attached to double-stranded cDNAs were directly eluted using 6 μL of 1× Tagment DNA Buffer (Illumina) and mixed well using a vortex mixer and pipetting. Thirteen cycles of PCR were applied for the library DNA. After PCR, sequencing library DNA was purified using 1.2× the volume of AMPure XP beads and eluted into 24 μL of TE buffer.

Advanced method for sequencing library DNA preparation for RamDA-seq: The RT-RamDA cDNA amplification performance was influenced by the quality of T4 gene 32 protein. We confirmed that T4 gene 32 protein manufactured by Roche (presently supplied by Sigma-Aldrich) was not stable, depending on its lot, for amplification performance. Therefore, we used the T4 gene 32 protein manufactured by NEB, which was more stable, and changed the incubation time at 37 °C from 60 to 30 min. During second-strand synthesis, we also confirmed that byproducts derived from the oligo-dT primers inhibited library preparation. To overcome this issue, we modified the method as follows: the concentration of NEB buffer 2 was changed from 2.25× to 2.5×, and the reaction conditions were changed to 16 °C for 60 min, 70 °C for 10 min, and maintenance at 4 °C until the next step. Sequencing library preparation using the Nextera XT DNA Library Preparation Kit was performed in a 1/4 volume using 14 PCR cycles. For analyses of batch effect to evaluate plate-to-plate variability, we prepared RamDA-seq library DNA by using this advanced method.

### Sequencing library preparation for C1-RamDA-seq

The ES and PrE cell suspensions were adjusted to 1 × 10^6^ cells/mL and stained with 1 µg/mL Calcein AM and Calcein Blue AM (Thermo Fisher) in PBS at 37 °C for 5 min, respectively. After the cell suspensions were stained, they were combined at a ratio of 1:1 and diluted in PBS to 3 × 10^5^ cells/mL. Sixty microliters of the diluted cell suspension was mixed with 40 μL of C1 Suspension Reagent (Fluidigm). Six microliters of this Cell Mix was loaded into the new designed C1 Single-Cell Open App IFC 1862× (cells 10–17 μm in diameter). The captured cells were stained with 2 μg/mL PI solution using IFC to identify dead cells. Bright-field and fluorescence imaging of every capture site was performed using an Olympus IX83 microscope system with MetaMorph software (Molecular Devices). In addition, we carefully defined ES-single, PrE-single, doublet, dead-cell, and not-captured sites. The C1-RamDA-seq script was created using Script Builder software 2.1.1. (Fluidigm). Each reaction component for C1-RamDA-seq was as follows: Lysis Final Mix (1.12 μL of 10% NP40, 4.05 μL RealTime ready Cell Lysis Buffer, 0.84 μL of 40 U/μL RNasin Plus RNase Inhibitor, 3 μL of 1:5000 ERCC RNA Spikes, 1.35 μL of C1 Loading Reagent, and 16.55 μL of RNase-free water), gDNA Digestion Final Mix (2.5 μL of 5× PrimeScript Buffer, 5 μL of 1 U/μL DNase I Amplification Grade, 1 μL of 20× C1 Loading Reagent, and 11.5 μL of RNase-free water), Priming Final Mix (17.23 μL of 5× PrimeScript Buffer, 5.24 μL of PrimeScript RT Enzyme Mix, 0.7 μL of 30 μM oligo(dT)12, 2.8 μL of 100 μM 1st-NSRs, 1.75 μL of 2 mg/mL T4 gene 32 protein (NEB), 1.13 μL of C1 Loading Reagent, and 1.15 μL of RNase-free water), RT Final Mix (12 μL of 5× PrimeScript Buffer, 3 μL of PrimeScript RT Enzyme Mix, RealTime ready Cell Lysis Buffer, 0.4 μL of 30 μM oligo(dT)12, 1.6 μL of 100 μM 1st-NSRs, 1 μL of 2 mg/ml T4 gene 32 protein (NEB), 3.96 μL of 1 U/μL DNase I Amplification Grade, 2.25 μL of C1 Loading Reagent, and 33.92 μL of RNase-free water), Second-strand Final Mix (6.7 μL of 10× NEB buffer 2, 6.7 μL of 2.5 mM each dNTP Mixture, 5.36 μL of 100 μM 2nd-NSRs, 2.01 μL of 5 U/μL Klenow Fragment (3′ → 5′ exo-), 1.5 μL of C1 Loading Reagent, and 7.73 μL of RNase-free water), and Harvest Reagent (500 μL of Tagment DNA Buffer, 237.5 μL of C1 Harvest Reagent, and 12.5 μL of 20× C1 Loading Reagent).

For the 10-pg total RNA sample, 30 ng of total RNA was added to the Lysis Final Mix, and the Cell Wash Buffer (Fluidigm) was loaded for IFC rather than Cell Mix. The thermal conditions were as follows: lysis step (chamber 1: 4 °C for 1 s, 70 °C for 90 s, and 4 °C for 300 s); gDNA digestion step (chambers 1–2: 130 °C for 300 s and 4 °C for 1 s); priming step (chambers 1–3: 25 °C for 600 s and 30 °C for 600 s); RT-RamDA step (chambers 1–4: 37 °C for 900 s, 50 °C for 300 s, 94 °C for 300 s and 4 °C for 1 s); and second-strand synthesis step (chambers 1–5: 16 °C for 3600 s and 75 °C for 1200 s). We recovered 3 μL of C1 products from IFC and directly added 1 μL of Amplicon Tagment Mix to a 1/5 volume of the Nextera XT DNA Library Preparation. We performed 14 cycles of PCR to evaluate the library DNA in this kit. After PCR enrichment, sequencing library DNA was purified in 1.2× the volume of AMPure XP beads and eluted into 24 μL of TE buffer. The typical yield of the library DNA was ~25 ng. The average length of library DNA was ~300 bp.

### Sequencing library preparation for SMART-Seq v4

Amplified cDNA from 10 pg of total RNA was prepared using the SMART-Seq v4 Ultra Low Input RNA Kit for Sequencing (Clontech) according to the manual instructions. One microliter of 10 pg/μL total RNA with 1:5 000 000 ERCC RNA Spike-In Mix I in RNase-free water was added to 10.5 μL of the reaction buffer (1 μL of 10× reaction buffer in RNase-free water). Sequentially, we added 1 μL of 3′ SMART-Seq CDS Primer II A (12 μM) to the sample before the denaturation step. We performed 17 cycles of PCR for cDNA amplification. The amplified cDNA was purified using AMPure XP beads and eluted with 17 μL of TE buffer. The cDNA yield and average length of amplified cDNA were calculated using the Bioanalyzer Agilent High-Sensitivity DNA Kit (Agilent Technologies) in the range of 400–10 000 bp. Library DNA was prepared using 62.5 pg of amplified cDNA for a 1/4 volume of the Nextera XT DNA Library Preparation Kit according to the manufacturer’s protocol. Using this kit, we performed 12 cycles of PCR for the library DNA. For evaluation of reproducibility in Supplementary Fig. 4f, we carried out SMART-Seq v4 library preparation using Fluidigm C1. The script “Full-length mRNA Sequencing” was downloaded from Script Hub (https://jp.fluidigm.com/c1openapp/scripthub), and we prepared C1-SMART-Seq v4 library DNA according to the manual instructions. To adjust loading amount of total RNA as 10 pg per IFC chamber, we prepared the 20 μL of Lysis Mix (2.4 μL of 3′ SMART-Seq CDS Primer II A (12 μM), 2 μL ES total RNA (11.11 ng/μL), 2 μL of 1:4500 ERCC RNA Spikes, 2.6 μL of 10× Reaction Buffer, 1 μL of C1 Loading Reagent, and 10 μL of RNase-free water).

### Sequencing library information of RamDA-seq

When we performed quality control of RamDA-seq library DNA using the Bioanalyzer Agilent High-Sensitivity DNA Kit, the typical yield of the sequencing library DNA obtained from one mESC or 10 pg of total RNA was 120–150 ng. The length was ~300 bp. To investigate the possibility of generating library DNAs derived from genomic DNA or environmental DNAs, we prepared transcriptase-minus and non-template control samples. Thus, we confirmed that the RamDA-seq protocol accompanied by DNase I digestion did not produce library DNA from genomic DNA and environmental DNAs (Supplementary Fig. 3).

### Quality control and sequencing of library DNA

All of the samples prepared with Nextera XT DNA Library Preparation (including RamDA-seq, C1-RamDA-seq, SMART-Seq v4, and C1-SMART-Seq v4) were quantified and evaluated using a MultiNA DNA-12000 kit (Shimadzu) with a modified sample mixing ratio (1:1:1; sample, marker, and nuclease-free water) in a total of 6 μL. The length and yield of the library DNA were calculated in the range of 150–3000 bp. The library DNA yield in particular was estimated as 0.5 times the value quantified from the modified MultiNA condition. Subsequently, we pooled each 200 fmol of library DNA in each well of a 96-well plate. The pooled library DNA was evaluated based on the averaged length and concentration using a Bioanalyzer Agilent High-Sensitivity DNA Kit in the range of 150–3000 bp and a KAPA library quantification kit (Kapa Biosystems). Finally, 1.5 pM pooled library DNA was sequenced using Illumina NextSeq 500 (single-read 76 cycle sequencing).

For rdRNA-seq and paRNA-seq using 1 μg total RNA, library DNAs were quality controlled by a Bioanalyzer Agilent High-Sensitivity DNA Kit and a KAPA library quantification kit and sequenced using Illumina HiSeq 2500 (paired-end read 101 cycle sequencing). For rdRNA-seq using 10 and 1 ng total RNA, library DNA was sequenced using Illumina NextSeq 500 (single-read 76 cycle sequencing).

### Analyses of single-cell preamplified RT-qPCR data

Copy numbers were log10-transformed using a pseudocount of 1. For subsequent analyses, we removed cells with a copy number of one for the housekeeping genes (*Gnb2l1* and *Eef1b2*) lower than Q1 − 1.5 interquartile range (IQR). To compare scRT-qPCR data with RamDA-seq data with ES cells sorted by cell cycle phases, we classified ES cells at 0 h for scRT-qPCR data into G1, S, and G2M according to the DNA abundance quantified using Hoechst 33342 (355−448/59−Area) as follows: G1 if *x* < 24 000, G2M if *x* > 38 000; otherwise S. To compare scRT-qPCR data with RamDA-seq data with cells sampled across the ES-PrE time series, we constructed a diffusion map of scRT-qPCR data using the “destiny” R package and used DC1 as the pseudotime.

### Analysis of exonic regions covered by the sequenced reads

For each scRNA-seq method, the FASTQ files of sequencing data with 10 pg of RNA were combined. Fastq-mcf (version 1.04.807)^47^ was used to trim adapter sequences and generate read lengths of 42 nucleotides (nt) with the parameters “-L 42 -l 42 -k 4 -q 30 -S.” Seqtk (version 1.1-r93-dirty; https://github.com/lh3/seqtk) was used to downsample the reads to the smallest number of reads among all methods (46 600 826). For comparison, we also prepared R1 reads of rdRNA-seq and paRNA-seq data. The reads were mapped to the mouse genome (mm10) using HISAT2 (version 2.0.1)^48^ with parameters “--dta-cufflinks -p 4 -k 5 --sp 1000,1000.” Uniquely mapped reads were selected using the BAMtools (version 2.0.1)^49^ “filter” command with the parameters “-isMapped true -tag NH:1” and the SAMTools (version 2.0.1)^50^ “view” command with the parameter “-q 40.” BEDTools (version 2.22.1)^51^ and R were used to calculate the fraction of exonic regions covered by the sequenced reads. A base was defined as covered if at least one read overlapped the base.

### Histone-coding gene analysis

GENCODE transcripts with gene names starting with “Hist” and transcript types of “protein_coding” were selected as histone-coding genes. Heat maps were generated using “aheatmap” function in the “NMF” R package^52^. TPM values for each transcript were quantified using the sailfish (version 0.9.2)^53^ “quant” command with the parameter “-l U.”

### Quantification of expression levels of transcripts and ERCC

Transcript-level expression levels were quantified in the unit of count or TPM using the sailfish “quant” command with the parameter “-l U.” A FASTA file consists of sequences of ERCC RNAs and transcripts of the GENCODE vM9 annotation used as reference for sailfish.

### Transcriptome assembly and non-poly(A) RNA identification

Fastq-mcf was used to trim adapter sequences with the parameters “-l 50 --lowcomplex-pct 36 --homopolymer-pct 36 -k 4 -S.” The reads were mapped to the mouse genome (mm10) using HISAT2 with the parameters “--dta-cufflinks --rna-strandness RF -k 5 --no-mixed --no-discordant --sp 1000,1000.” Properly (i.e., convergent read pairs) and uniquely mapped reads were selected using the BAMtools “filter” command and SAMTools “view” command with the parameter “-q 40.” For genome-guided transcriptome assembly, Cufflinks was used with the parameters “--multi-read-correct --frag-bias-correct -M $mask --library-type fr-unstranded.” A GTF file of tRNA and rRNA annotations in GENCODE (vM9) was provided to mask the genome. Cuffcompare was used to annotate transcripts with transfrag class codes with respect to the GENCODE (vM9) annotation (Cufflinks website). According to the Cuffcompare class codes, we selected (1) unannotated transcripts with class codes of “i”, “o”, “u”, “x”, or “s” and (2) unannotated splicing variant transcripts (“j” class (potentially novel isoform)) with at least one unannotated splice junction. We then removed (1) unannotated transcripts with exons located within 100 bp of the tRNA or rRNA annotations in GECODE or RepeatMasker or pseudogene annotations in GENCODE (2wayconspseudos) and (2) unannotated transcripts with lengths that were not longer than 200 bp. These filtered unannotated gene models were further merged with gene models in GENCODE vM9.

Using the merged gene models, the expression levels of bulk total and poly(A) RNA-seq data were quantified using the sailfish “quant” command with the parameter “-l ISR.” The resulting “NumReads” data were used for differential expression analyses between total and poly(A) RNA-seq in ES or PrE using the EdgeR (version 3.12.1)^54^ “glmTreat” function with the parameter “lfc = 0.5.” Non-poly(A) transcripts were called when, for either ES or PrE samples, the following criteria (loose criteria) were obtained: FDR < 0.05 and averaged fitted values in the total RNA-seq of at least 10. For non-poly(A) transcripts with strict criteria, an averaged fitted value in the poly(A) RNA-seq <1 was also required. Poly(A) transcripts were called similarly as were loose criteria. We further removed unannotated transcripts with a class code of “i” from the non-poly(A) transcript definition because they were difficult to distinguish from pre-mRNA or spliced intronic fragments. Note that *Neat1-001* was not included in the above non-poly(A) transcript definition potentially because of its polyadenylated isoform (*Neat1-002*), which was completely included in the gene body of *Neat-001*. This exclusion resulted in the inaccurate expression quantification of the two transcripts for total and poly(A) RNA-seq data. ES-expressed non-poly(A) RNAs were defined as transcripts with averaged fitted values in the total RNA-seq of at least 10 for the ES samples. The ES-enriched, PrE-enriched, and unchanged subsets of non-poly(A) RNAs were defined according to the differential expression pattern between ES and PrE. Lists of non-poly(A) and poly(A) transcripts are shown in Supplementary Data 4 and 5, respectively.

### Evaluation of performance for detecting non-poly(A) RNAs

To evaluate the performance for detecting non-poly(A) transcripts for each scRNA-seq method, sequenced reads with 10 pg of RNA for each scRNA-seq method were trimmed as described above and downsampled to the lowest number of reads in the data set (7 489 702) using seqtk. The expression level was quantified using the sailfish “quant” command with the parameter “-l U” on the above merged gene models. We selected non-poly(A) transcripts with averaged fitted values of at least 10 in ES as ES-expressed non-poly(A) transcripts. A non-poly(A) transcript was identified if the TPM was at least 0.1. The TPM values were transformed to logarithm of base 10 with a pseudocount of 1. For ES-expressed non-poly(A) transcripts with averaged TPM values of at least 0.1, a Pearson correlation coefficient was calculated between the TPM of the total RNA-seq and each scRNA-seq method. Analyses using RamDA-seq with cells were performed as described for data with 10 pg of RNA.

### Quality assessment of RamDA-seq and C1-RamDA-seq with cells

Preprocessing: The ‘no Mix’ samples, which showed no amplification, were removed from the following analyses. Fastq-mcf was used for adapter trimming with the parameters “-l 36 --lowcomplex-pct 74 --homopolymer- pct 74 -k 4 -S all_sequencing_WTA_adopters.fa” for RamDA-seq and “-L 75 -l 46 -k 4 -q 30 -S” for C1-RamDA-seq.

Quantification of a proportion of rRNA reads in FASTQ: The trimmed reads were mapped to (mouse) rRNA sequences (Supplementary Data 6) using HISAT2 with the parameters “--dta-cufflinks -p 4 -k 5 -X 800 --sp 1000,1000.” The proportion of rRNA reads in FASTQ was calculated by dividing the sum of reads “aligned exactly 1 time” and “aligned >1 times” reported by HISTAT2 by the total number of reads.

Genome mapping: The reads were mapped to the mouse genome (mm10) using HISAT2 with the parameters “--dta-cufflinks -p 4 -k 5 -X 800 --sp 1000,1000.” Uniquely mapped reads were selected using the BAMtools “filter” command with the parameters “-isMapped true -tag NH:1” and the SAMTools “view” command with the parameter “-q 40.”

Expression level quantification: Transcript-level expression levels were quantified in the unit TPM using the sailfish (version 0.9.2)^53^ “quant” command with the parameter “-l U.” The GENCODE vM9 annotation and merged gene models (described above) were used.

Number of detected transcripts: Transcript-level expression levels quantified using the GENCODE vM9 annotation were used to calculate the number of detected transcripts.

PCA: For C1-RamDA-seq, PCA was performed with log-transformed TPM data quantified by sailfish using “prcomp” in R.

Defining “outlier cells”: We defined “outlier cells” as follows. The numbers of reads mapped to rRNA annotations in GENCODE vM9 were counted using the featureCounts program in Subread. Next, we defined outlier cells as cells for which (1) the number of uniquely mapped reads was lower than Q1 − 1.5 × IQR or (2) the ratio of rRNA reads was greater than Q3 + 1.5 × IQR (Supplementary Fig. 15e). We removed these outlier cells from subsequent analyses.

### Analyses of cell cycle data

The transcript-level expression levels of the merged gene models (described above) were used. After removing five samples (2 for G1, 2 for S, and 1 for G2M) as outliers in the primary diffusion map analysis, we performed a diffusion map analysis as follows. First, we selected expressed transcripts with a TPM of at least 1 in at least 10% of cells. For each transcript among the expressed genes, we first calculated averaged TPM across cells in each cell cycle phase and then calculated the CV using the averaged TPM values for G1, S, and G2M. For each cell cycle phase, we selected the top 5000 high-CV transcripts with an averaged TPM that was higher than those for the other phases. Using the selected transcripts, we performed diffusion map analysis using the “destiny” R package (version 1.0.0)^55^. We used the DC1 as the pseudotime, i.e., we treated the expression levels as a function of DC1. We fitted the sine function to the pseudotime-series data for each transcript using the “lm” function in R. The FDRs were calculated from the *p*-values for multiple testing corrections using the Benjamini and Hochberg procedure. The transcripts with an FDR < 0.01 were called oscillating transcripts. For visualization, the raw values were smoothed by fitting the sine function. Heat maps were generated using “aheatmap” function in the “NMF” R package (version 0.20.6).

We also conducted an “unsupervised” selection of highly variable genes. For each of the expressed transcript with a TPM of at least 10 in at least 10% of cells, we calculated the mean and CV across G1, S, and G2M cells (FDR < 0.01). We then fitted the mean-CV^2^ relationship and searched for genes with significant deviation from the fit (as described in http://pklab.med.harvard.edu/scw2014/subpop_tutorial.html) (*p*-value adjusted using the Benjamini–Hochberg procedure <0.01). Using the selected transcripts, we performed diffusion map analysis using the “destiny” R package.

### Analyses of time-series data

The transcript-level expression levels of the merged gene models (described above) were used. We conducted a diffusion map analysis as follows: (1) we selected expressed transcripts with a TPM of at least 10 in at least 10% of cells. (2) We calculated the CV of TPM for each of the expressed transcripts and then selected the top 5000 high-CV transcripts. (3) We performed diffusion map analysis on the expression data of the selected transcripts using the “destiny” R package. (4) We used DC1 as the pseudotime, i.e., we treated the expression levels as a function of DC1. We fitted a generalized additive model (GAM) to the log-transformed pseudotime-series data for each transcript using the “mgcv” R package (version 1.8–16) with the parameter “family = Gaussian(link = identity).” The FDRs were calculated using the *p*-values for multiple testing corrections according to the Benjamini and Hochberg procedure. The Akaike information criterion (AIC) was calculated for GAM and an intercept model. The transcripts with an FDR < 0.01 and an AIC that was greater for GAM than for the intercept model were called dynamically regulated transcripts. Hierarchical clustering was performed using the “flashClust” R package (version 1.01–2) according to Ward’s method and 1 − Pearson correlation coefficient as the distance. For interpretability, we clustered dynamically regulated transcripts into seven clusters. Heat maps were generated using “aheatmap” function in the “NMF” R package (version 0.20.6). For visualization, the raw values were smoothed by fitting the GAM. Functional enrichment analyses were performed for each cluster using Metascape (http://metascape.org)^56^. Heat map representations of the genomic coverage of the RamDA-seq data were generated using Millefy (https://github.com/yuifu/millefy).

### Analysis of recursive splicing

For the analysis of RS, we used the genome mapping data (as described above). We first selected RS-site candidates using novel splice junctions detected by RamDA-seq with similar criteria as in a previous study^13^: (1) long (>150 kb) introns not overlapped with exons of any other transcripts; (2) novel junctions with one anchor sequence corresponding to a known splicing boundary (“partially novel” by RSeQC); (3) anchor sequences corresponding to intronic regions have pentamers found at 1% of all 5′ splice sites (GTAAG, GTGAG, GTAGG, GTATG, GTAAA, GTAAT, GTGGG, GTAAC, GTCAG, GTACG, GTACA, GTATT, GTACT, GTGTG, GTGCG, and GTACC) for 5′ splice sites or 3′ splice motif (polypyrimidine tract consisting of >11 pyrimidines present in the region of −22 to −1, including YAG as last three positions) for 3′ splice sites; (4) split alignment reads have >10-nt overhang; and (5) >5-kb junction regions. These criteria yielded 207 RS-site candidates in 77 genes.

Next, we searched for sawtooth wave patterns in the >150-kb introns, similar to a previous study^13^. We normalized the read coverage for each cell in the differentiation time course data by the number of mapped reads and then summed the normalized read coverage across all cells. The summed read coverage was partitioned into 5-kb bins. We coded the position of the RS-site candidates using a binary dummy variable indicating whether the positions were between the upstream exons or the RS-site candidates. We then fitted two linear regression models to the read coverage: one with genomic position as an explanatory variable (the baseline model) and the other with genomic position and the dummy variable as explanatory variables (the augmented model). We used an F-test *p*-value (*p* < 1e-5) to quantify the improvement of the goodness of fit provided by each RS-site candidate. We further asked whether the fitted augmented model showed a sawtooth wave pattern using the intercept, slope coefficient, RS-site coefficient, and augmented/baseline slope ratio of the fitted models. The above filtering steps retained three genes: *Cadm1*, *Robo2*, and *Magi1*.

Based on a simulation, we estimated the sensitivity of RS detection as a function of the number of reads mapped to the intronic regions with RS-site candidates. For *Cadm1*, *Robo2*, and *Magi1*, intronic read coverage was aggregated across cells at a time point when host gene expression was highest (00 h for *Cadm1* and *Magi1*; and 72 h for *Robo2*). Then, the aggregated intronic read coverage data were repeatedly subsampled (100 times for each subsampling fraction: 1/10^3.0^; 1/10^2.5^; 1/10^2.0^; 1/10^1.5^; 1/10^1.0^; 1/10^0.5^; and 1/10^0.0^). For each subsampling fraction, linear regression models were fitted against the read coverage replicates to detect RS (*p* < 1e-5). Note that the proportion of trials where RS was detected can be interpreted as RS detection probability. Finally, RS detection probability as a function of the number of intronic reads was estimated by logistic regression. For interpretability, we converted the number of intronic reads into gene-level TPM of host genes calculated from the aggregated gene-level TPM across cells from the corresponding time point.

We searched for RS in each single cell as follows. Using the estimated sensitivity of RS detection above, we selected cells with sufficient intronic reads (RS detection probability >0.95 or >0.99). Additionally, only cells with reads within intronic regions both upstream and downstream of candidate RS sites were selected. For the selected cells, the linear regression models were fitted against the intronic read coverage as described above.

The above analysis was performed using custom R and Julia scripts and the Bio.jl (https://github.com/BioJulia/Bio.jl) package.

### Enhancer RNA analysis

For the analysis of enhancer RNA, we used genome mapping data (as described above).

The permissive set of mouse enhancers identified using FANTOM5 CAGE data was downloaded from the FANTOM website (http://fantom.gsc.riken.jp/5/datafiles/latest/extra/Enhancers/). The genomic coordinates of the enhancer annotation were converted from mm9 to mm10 using liftover (Kent et al., 2002). Enhancers located within 2 kb of the GENCODE (vM9) annotation were removed. We also removed enhancers wider than 400 bp to avoid complications while merging the enhancer regions. The number of reads overlapping the ±400-bp region in the center of each enhancer (801 bp) was counted using the featureCounts program in Subread (version 1.5.1)^57^ with parameter “-O” and normalized to the total number of mapped reads. Using the filtered enhancer set, we defined positive and negative control sets of enhancers using CAGE TPM in mESC samples (ES-OS25 embryonic stem cells, untreated control). A positive control set of enhancers was defined as enhancers with an averaged CAGE TPM above the 90% quantile among the filtered enhancer set. The negative control set of enhancers was defined as enhancers with averaged normalized total and poly(A) counts of 0 and an averaged CAGE TPM of 0. The normalized read counts for the 10 pg of RNA data for each scRNA-seq method were calculated as described above. An eRNA was defined as detected if the normalized read counts exceeded 0.1. The read coverage matrices around enhancers were computed using deepTools (version 2.2.4)^58^. Aggregation plots and heat maps were generated using custom R scripts.

Motif enrichment analyses were performed using the “findMotifsGenome” function in HOMER^59^ with the parameters “-size 200 -mask.” For motif enrichment analyses of eRNAs expressed in ESCs, eRNAs whose expression levels were above 0.1 in >10% of cells at 0 h were selected using RamDA-seq, and eRNAs whose expression levels were above 0.1 in at least one ESC sample were selected using bulk total RNA-seq. Only the results regarding enrichment of known motifs were used.

We defined another set of enhancers using non-poly(A) transcripts and enhancer-like histone modifications as previously described^60^. H3K4me1 and H3K4me3 ChIP-Seq data for mouse (129/Ola) ES-E14 stem cells were downloaded from the ENCODE project^61^ in BAM format. The genomic coordinates of ChIP-Seq were converted from mm9 to mm10 using liftover. The number of reads mapped within ±500 bp of the TSS of each transcript was counted and normalized to the total number of mapped reads. The normalized counts were used to calculate log2(H3K4me1/H3K4me3) values. We defined non-poly(A) transcripts with log2(H3K4me1/H3K4me3) values >0.58 as eRNAs. The eRNAs were detected as described above for the non-poly(A) transcripts. The cells were analyzed using RamDA-seq as described for the 10-pg RNA samples.

### Code availability

All custom computer codes in the generation or processing of the described data are available at https://github.com/yuifu/Hayashi2018.

### Data availability

Data generated in the study can be accessed at the Gene Espression Omnibus under accession code GSE98664. Previously published data sets used in this study can be accessed from the Gene Expression Ombinus as follows:

Quartz-Seq: GSE42268, SUPeR-seq: GSE53386.

All other data are available from the authors upon reasonable request.

## Electronic supplementary material

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

# Supplementary material for: Single-cell full-length total RNA sequencing uncovers dynamics of recursive splicing and enhancer RNAs
**Source:** Nat Commun. 2018 Feb 12;9:619. doi: 10.1038/s41467-018-02866-0
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: Functional term enrichment analysis using MetaScape.

File Name: Supplementary Data 2

Description: List of qRT-PCR primers.

File Name: Supplementary Data 3

Description: List of not-so-random primers.

File Name: Supplementary Data 4

Description: : List of non-poly(A) RNAs.

File Name: Supplementary Data 5

Description: List of poly(A) RNAs.

File Name: Supplementary Data 6

Description: Mouse ribosomal RNA sequences.

How the deposited data were processed for this re-analysis (not part of the article)

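The series holds 1507 samples in 33 conditions, all of mouse 5G6GR ES cells or of primitive endoderm cells made from them. Libraries were made with RamDA-seq, C1-RamDA-seq and SMART-Seq v4 from 10 pg of ES cell RNA, with RamDA-seq and rdRNA-seq from 1 ng, with rdRNA-seq from 10 ng, and with rdRNA-seq and paRNA-seq from 1 µg. Single cells were those of 3 phases of the cell cycle, of 5 times after dexamethasone, of the C1 system and of 4 plates. Bulk libraries of primitive endoderm cells are not analysed here, and 16 columns of other methods in the tables were not used.

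The authors trimmed the reads and ran Sailfish 0.9.2 with library type U on GENCODE vM9 transcripts and ERCC sequences, and deposited estimated counts per transcript for the libraries from RNA, at 10000000 reads per library in the table for 10 pg and 1 µg. For single cells and for the lysate wells they deposited TPM per transcript, scaled by transcript length and to the same sum per column, either on GENCODE vM9 or on a merged set of models. The authors made that set from GENCODE vM9 and transcripts assembled from reads mapped with HISAT2 2.0.1. TPM of the merged set for 10 pg and 1 µg come from about 7500000 reads per library. The paper used edgeR 3.12.1 for RNAs without a tail and destiny 1.0.0 for diffusion maps. Summed estimated counts per library were 5713519 to 8962910 in the table for 10 pg and 1 µg and 646359 to 983558 in the full-plate tables, so a transcript with a count of 10 in the latter holds a larger share of its library. TPM carry no depth, and the paper speaks of about 4M reads per cell.

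All values below were computed here from those tables, with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9, R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. A transcript counted as detected at an estimated count of at least 10, or at a TPM of at least 0.1. For the number within 2-fold of rdRNA-seq, a transcript needed a count of at least 10 in the library and a count within 2-fold of the mean of rdRNA-seq, and each rdRNA-seq library was set against the mean of the other ones. Pearson's r was taken on log10(count + 1) over transcripts present in the library or in that mean, and the squared CV in 6 bins of log10 mean count of width 0.5 between 0.5 and 3.5. Methods were compared by exact permutation tests, two-sided, over libraries, or with 100000 resamples for full plates, with Benjamini-Hochberg adjustment over the comparisons of a result. ERCC RNAs counted as seen at an estimated count of at least 1 and were left out of the tests across genes.

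Estimated counts were rounded and summed per gene, and genes were compared with edgeR (TMM, filterByExpr, quasi-likelihood test, Benjamini-Hochberg adjustment at 0.05). RNAs without a tail were sought per transcript with glmTreat at a log2 fold of 0.5, keeping transcripts higher in rdRNA-seq with a fitted count of at least 10 there (loose) and below 1 in paRNA-seq (strict). Plate means of TPM per cell type, as log2(TPM + 1), were compared with limma without a block. The plates are shared batches by their labels: deviations of ES and primitive endoderm means correlated at 0.058, 0.031, 0.080 and 0.046 within B1, B2, E1 and E2, each the highest of its plate. For cells of a time, phase or type, means and SDs over cells were taken and no test was run. A list was described by its members with a fold of at least 2 and by the percentile of its median log2 fold, with a pseudocount of 1, among 10000 random lists of like mean level. The diffusion map used the 5000 transcripts of highest CV among those with a TPM of at least 10 in at least 10% of cells, with a kernel width set by neighbour 20, computed with numpy, since destiny was not used here. Shares of cells have exact binomial 95% intervals. Against a group at 0, folds are lower bounds with a floor of 3 counts per library and the scaling of the model.

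Each of 30 gene lists was fixed before the data were examined, as were the tests, most alternatives and the rule for named genes. That rule takes every gene and transcript the paper names and the members of a list within their list. It also takes the 10 genes with the largest log2 fold in each direction among those past 0.05 without overlap of the groups and with a mean of at least 100 counts or 10 TPM, the same number between 0 h and 72 h, 5 in each direction for a dip or peak at 12 h, and 5 per phase. Of the genes with a peak at 12 h, 1 is not reported here. *Gm26917*, *AY036118*, *Gm42418* and *Rn18s-rs5* were picked as classes after their shares were seen. Alternatives were other normalizations and filters, other tools, count minimums of 5 and 20, a fold window of 1.5, a TPM of at least 1, a pseudocount of 0.1, medians over cells, the GENCODE vM9 table, cells of few transcripts left out (below the lower quartile by over 1.5 interquartile ranges), a replicate block and each replicate left out in turn.

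The models were tested on simulated data in which 200 genes changed by known folds. At log2 folds of 1, 2, 3 and 5, 8, 46, 68 and 86% were recovered for rdRNA-seq against paRNA-seq, 0, 10, 24 and 40% for RamDA-seq against SMART-Seq v4 and 74, 94, 98 and 98% at 1 ng, and 80 and 91% at 1 and 2 over the plates. The larger simulated folds were added after the first run had recovered few. No gene without a simulated change was called in the first 2 models, and 10 of 192 and 14 of 185 calls in the others were such genes. Read coverage along transcripts, introns, enhancer RNAs and the clusters of transcripts in the time course are not analysed here.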

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

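The tests of *Neat1-001* on the number of detected transcripts and on every cell were chosen after the result was seen.

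The correlation with rdRNA-seq in 1 of 4 SMART-Seq v4 libraries from 10 pg was 0.643, apart from the other ones at 0.642, with a gap of 0.922 of the whole range. Of 9 wells of averaged G1 lysate, 1 had 37061 transcripts with a TPM of at least 0.1 and the other ones 39159 to 40758 (a gap of 0.567 of the range). Primitive endoderm cells had 25393 detected transcripts on average on plate B2 and 27714 to 28140.5 on the other plates (a gap of 0.845 of the range). In all, 12 groups of 4 to 10 samples were looked at in this way and 3 held such a sample, where chance gives about 1 in 20 groups.

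Between 0 h and 72 h of the time course, 2 groups of genes that the paper's main text does not discuss went up in mean TPM: the parietal endoderm genes by a median log2 fold of 5.33 and the genes of the secretory pathway by 1.60. Golgi transport is among the terms of the paper's Supplementary Data 1. Each median lay above those of all 10000 random lists of like level. The cells of a time count as 1 sample, so neither difference was tested.

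*Neat1-001* went to 0.149 of its mean between 0 h and 12 h, a log2 fold of −2.53 with 1 TPM added. Poor coverage of long transcripts in the cells of 12 h is argued against by 189 other transcripts of at least 10 kb. Their median log2 fold was −0.0529 (quartiles −0.33 and 0.16, 0% as low as *Neat1-001*). A loss of lincRNAs in general is argued against by 40 other lincRNA genes with a median of 0.00342 (quartiles −0.29 and 0.20, 2.50% as low). These genes were not picked as nuclear, so a loss of nuclear RNA alone was not tested. The nuclear *Malat1-001* also had a lower mean at 12 h than at 0 h, though by less than *Neat1-001*. Fewer detected transcripts do not account for the drop of *Neat1-001* (the means differ by 0.148 SD over cells). Nor does the choice of cells in the merged table (a ratio of 0.123 with every cell). A response of the cells within 12 h of dexamethasone may explain the drop, a hypothesis found in the same cells and not tested itself, which cells kept for 12 h without dexamethasone would decide. It stays open beside anything else that sets the cells of 1 time apart, since each time is 1 sample. By the paper, single-cell RT-qPCR also showed a lower level of *Neat1-001* at 12 h, an assay not analysed here.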

How the results depend on the processing

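Leaving out wells of few transcripts in the model of cell types over the plates, and the tables of 10000000 reads for histones and RNAs without a tail, were chosen after seeing the data.

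Of 165 values of main results under other choices of processing, 85 stayed the same (on the same side of the threshold, or with no test a count within 1.5 times or a value alike as printed), 73 moved, 2 lost their call, 3 gained one and 2 reversed. Among those that stayed the same, 3 differences that did not pass changed sign. Of 498 values of named genes 466 kept their call and 32 lost it, 20 of them among the 25 genes of RamDA-seq against SMART-Seq v4 with the replicate block, 5 among the 20 transcripts of rdRNA-seq against paRNA-seq with that block, and 7 others, among them values of *Sox2* and *Itgb1*. None reversed. Unless said below, the cause was not tested.

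With a count minimum of 1 in the full-plate libraries the order of methods reversed: RamDA-seq exceeded C1-SMART-Seq v4 by 4175 transcripts and C1-RamDA-seq did so by 5851. With counts scaled to the same total per library the transcripts within 2-fold of rdRNA-seq in RamDA-seq minus C1-RamDA-seq were 1372, now past the threshold. With Spearman rho the correlation with rdRNA-seq of RamDA-seq minus C1-RamDA-seq was 0.0109 and no longer passed. At a TPM of at least 1, RamDA-seq minus C1-RamDA-seq was −5.08 for histone-coding transcripts, now past the threshold, and −5.39 for non-poly(A) transcripts detected at 10 pg, no longer past it. Over the loose set, C1-RamDA-seq minus paRNA-seq in correlation was 0.0888 (p = 0.0286, exact permutation test, not adjusted). It counts above as a gained call by that p, and does not pass after adjustment over the comparisons of that result.

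For the loose set of transcripts, a test without a fold threshold (glmQLFTest) gave 3042, as its hypothesis is wider, and no filter on low counts 914. For RamDA-seq against SMART-Seq v4 at 10 pg, DESeq2 with its size factors called 1975 genes higher and 1573 lower, counts per transcript 1879 higher, no filter 360 higher and no scaling beyond library size 1793 lower. A mean TPM of at least 10 over the plates left 3440 genes higher and 2016 lower, as fewer genes are tested.

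Replicate numbers share no more than a number: correlations of the deviations of same-numbered libraries ranged from −0.003 to 0.010 between rdRNA-seq and paRNA-seq, −0.010 to 0.007 between RamDA-seq and SMART-Seq v4 and −0.028 to 0.017 at 1 ng, and a library correlated best with its own number in 1, 1 and 1 of 3 cases. With the replicate block the sets came to 397 loose and 48 strict transcripts, and RamDA-seq against SMART-Seq v4 to 139 genes higher and 214 lower; with the plate as a block no count moved by over 1.5 times.

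In the time course, the median log2 folds of 72 h over 0 h under GENCODE vM9 quantification were −3.51 (pluripotency), 4.60 (primitive endoderm), 4.31 (basement membrane), 1.57 (secretory), −0.26 (paraspeckle), −0.69 (rRNA processing), −1.37 (recursive splicing) and −0.90 (replication-independent histones). In the same order, the median over cells gave −4.40, 4.39, 4.42, 1.75, −0.21, −0.70, −1.31 and −0.88. A pseudocount of 0.1 gave −4.26, 7.11, 4.42, 1.64, −0.68 and −1.41 (paraspeckle and replication-independent histones as before), and leaving out cells of few transcripts 4.44 (primitive endoderm), 4.31 (basement membrane), 1.61 (secretory), −0.21 (paraspeckle) and −0.86 (replication-independent histones). On the C1 system the medians for pluripotency, primitive endoderm and basement membrane were −2.79, 4.82 and 4.15 with the median over cells and −2.85, 5.09 and 4.18 with a pseudocount of 0.1.

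*Neat1-001* at 72 h over 0 h was 0.811, *Neat1-002* 1.80 and the change in the share −11.9 points under GENCODE vM9 quantification, and 0.876, 1.93 and −20.1 with the median over cells; *Neat1-001* at 12 h over 0 h was 0.133 with the median, and without cells of few transcripts 0.147, with 1.80 for *Neat1-002* at 72 h. Log2 folds of *Cadm1*, *Magi1* and *Robo2* were −1.57, −1.37 and 4.02 under GENCODE vM9 quantification and −1.67, −1.31 and 3.41 with the median, and those of *Cadm1* and *Robo2* −1.49 and 3.62 without cells of few transcripts. The summed TPM of histone genes was 2.03 times as high in S as in G1 and 2.34 times as high as in G2/M with the median over cells, and 1.72 and 2.49 times without cells of few transcripts. The rho of pseudotime with time was 0.963 with 2000 transcripts and 0.966 with the first principal component. On the plates, a TPM of at least 1 in at least 10% of cells gave 2.45% of the variance by plate and 13.9% by cell type, and leaving out cells of few transcripts 1.57% and 24.9%.

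With 1 library left out, 224 of 302 values of main results stayed the same, 63 lost their call, where 1 library fewer leaves the permutation test a smallest p above the threshold, and 15 moved. None with a call changed sign, while 5 differences that did not pass did. The ranges were, for RamDA-seq minus SMART-Seq v4, C1-RamDA-seq minus SMART-Seq v4 and RamDA-seq minus C1-RamDA-seq: 5654 to 5906, 5733 to 5997 and −139 to 103 transcripts within 2-fold; 0.112 to 0.115, 0.0754 to 0.0835 and 0.0309 to 0.0379 in correlation; 34.3 to 37, 34.8 to 37.4 and −0.750 to 0.250 histone transcripts in the table of 10000000 reads; and 7.98 to 9.78, 15.8 to 17.6 and −8.38 to −7.04 points of non-poly(A) transcripts there. In the TPM table, RamDA-seq minus C1-RamDA-seq, RamDA-seq minus paRNA-seq and C1-RamDA-seq minus paRNA-seq ranged over −5 to −4, 14.2 to 16.7 and 18.5 to 21 histone transcripts and −7.34 to −5.09, 21.1 to 23.4 and 27.7 to 29.3 points of non-poly(A) transcripts. Squared CV of RamDA-seq lay below that of C1-RamDA-seq in 3 to 6 of 6 bins, with 3 without C1-RamDA-seq replicate 4. At 1 ng the difference in detected transcripts was −1808 to −1505.

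Counts of calls ranged over 764 to 1072 for the loose set (764, 805 and 816 without rdRNA-seq replicate 1, 2 or 3) and 173 to 360 for the strict set (173, 189 and 187), 192 to 1180 higher and 371 to 802 lower for RamDA-seq against SMART-Seq v4 (193, 202 and 192 higher and 371, 398 and 388 lower without RamDA-seq replicate 1, 2 or 3), 2203 to 2409 and 2565 to 2710 at 1 ng, and 5480 to 5612 and 3638 to 4252 over the plates. A simulation with the same libraries recovered few changes between RamDA-seq and SMART-Seq v4, so the low counts there do not show that genes were alike. Of 597 values of named genes 37 lost their call with 1 library left out, among them *Gm10132-001* and *Rnu3a-201*.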

Differences from the paper's values

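The paper's strict set holds 811 transcripts and the set here 334, and the paper's loose set 7935 against 1537. The thresholds are those of the paper's methods, but the input is unlike. The paper calls a transcript in ES or in primitive endoderm libraries, keeps those expressed in ES cells, and uses merged models with stranded quantification. Here only ES libraries were tested, on annotated transcripts in the table of 10000000 reads. No alternative set before the data were examined reached the paper's values: the strict set held 384 with DESeq2, 338 without scaling beyond library size, 286 without a filter, 350 without a fold threshold and 48 with a replicate block, and the loose set 1872 with DESeq2, 1225 without scaling beyond library size, 914 without a filter, 3042 without a fold threshold and 397 with a replicate block, and neither did leaving out any 1 library.

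Of the strict set, the paper detects about 41% in rdRNA-seq in Fig. 2e, read by eye, and 82.3% were detected here. With a TPM of at least 1, an alternative set before the data were examined, the value here was 50.3%, within 1.5 times the paper's, and over the loose set 92.4%, which was not. For C1-RamDA-seq the paper shows about 24% in Fig. 2e, read by eye, against 50.6% here (36.8% with a TPM of at least 1 and 73.6% over the loose set, both still different), and for RamDA-seq about 18% in Fig. 2e, read by eye, against 44.4% (31.4% and 70.1%, both still different). Leaving out any 1 of its own libraries did not close the gap for RamDA-seq or for C1-RamDA-seq. The sets differ in their members, so the percents are not of the same transcripts.

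Plate accounts for 0.6% of the variance in the paper's principal component analysis and for 2.75% of the variance over genes here. It was 2.45% with a TPM of at least 1 in at least 10% of cells and 1.57% without cells of few transcripts. Both alternatives were set before the data were examined, and both still differ. Within cell types and without cells of few transcripts it was 1.12%. With plate labels permuted within cell types over all cells it was 1.00% on average, a share that arises without a plate effect. The paper's main text does not say how its percent was computed, and the legend of its Supplementary Fig. 20 was not read here. The cell type share of 15.3% here is larger than that of plate, as the paper states.

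Both RamDA methods lead SMART-Seq v4 here in transcripts within 2-fold of rdRNA-seq, correlation, histone transcripts and RNAs without a tail, as the paper has it. From its spike-in experiment the paper concludes that RamDA-seq is sensitive and reproducible. In the full-plate libraries RamDA-seq had fewer ERCC RNAs than C1-SMART-Seq v4 (28.5 against 40.7). ERCC RNAs held 0.203% against 2.76% of the counts. That number rests on the amount added as well as on capture. The dilutions in the paper's methods put nominally the same amount of ERCC RNA beside 10 pg of RNA in both methods. The intended amount thus does not account for the difference, and the amount that reached each library was not measured. Between libraries, the median r of RamDA-seq was higher across ERCC RNAs (0.958 against 0.937) and lower across transcripts (0.723 against 0.737). RamDA-seq also had fewer transcripts with a count of at least 10 (8953 against 11782, or 9287 against 10165 at equal totals). It had more with a count of at least 1 (27055 against 22880). The paper ranks RamDA-seq above C1-RamDA-seq in transcripts within 2-fold of rdRNA-seq, and here they had 12021 and 12007. With counts scaled to the same total RamDA-seq led, with 13407 against 12035. Each of these main values lies below the paper's by less than 1.5 times, and so does that of SMART-Seq v4. A count minimum of 5, an alternative set before the data were examined, gave 14137 for C1-RamDA-seq, next to the paper's value, and 14372 for RamDA-seq, still below it. A count minimum of 20 took RamDA-seq over 1.5 times below, and a fold window of 1.5 did so for all 3 methods.

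The paper finds less variation in RamDA-seq than in the other single-cell methods at all levels. Here C1-RamDA-seq had the lower squared CV in 1 of 6 bins, while SMART-Seq v4 was higher in all 6. RamDA-seq had fewer libraries in these bins than either other method, which lowers the largest squared CV it can reach. In the full-plate libraries C1-RamDA-seq lay below RamDA-seq in all 6 bins and C1-SMART-Seq v4 in the highest bin only. The paper ranks RamDA-seq first for histone genes, and here C1-RamDA-seq had 61.0 histone transcripts against 56.7 (p = 0.0571, exact permutation test, two-sided). It ranks RamDA-seq first for RNAs without a tail among the single-cell methods, and C1-RamDA-seq detected more of the strict set here and of its most highly expressed members. Its Fig. 2e, read by eye, has the order found here, with about 24% and 18%. It also ranks RamDA-seq first in the correlation over these RNAs, where RamDA-seq had 0.308 and C1-RamDA-seq 0.384 over the strict set, a difference that did not pass (p = 0.143, exact permutation test). In the table of 10000000 reads RamDA-seq had the higher correlation, 0.154 against 0.143, a difference that did not pass either (p = 0.657, exact permutation test), in a table chosen after seeing the data.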

Other observations

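The tests of other splits of the samples and of the reagents were chosen after the results were seen, as was the set of short genes with matched GC content.

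Genes that fold, modify and export proteins went up in the differentiating cells. *Hspa5*, the main chaperone of the endoplasmic reticulum, had means of 158, 658, 996, 812 and 603 TPM at 0, 12, 24, 48 and 72 h, the lectin chaperone gene *Calr* 126, 361, 538, 673 and 588, and the disulfide isomerase gene *Pdia6* 43.3, 107, 173, 165 and 146. Of 24 expressed genes of the secretory list, 22 were at least 2-fold higher at 72 h than at 0 h. Of the genes of collagen maturation in the basement membrane list, *Serpinh1*, the collagen chaperone Hsp47, went from 8.19 ± 7.05 to 836 ± 186 TPM between 0 h and 72 h (mean ± SD over cells), the prolyl hydroxylase genes *P4ha1* and *P4ha2* from 7.80 ± 3.96 to 178 ± 52.4 and from 3.93 ± 3.18 to 279 ± 78.8, and the lysyl hydroxylase genes *Plod1* and *Plod2* from 11.1 ± 4.60 to 73.7 ± 27.3 and from 19.5 ± 12.2 to 399.6 ± 125. Of the parietal endoderm genes, 6 of 6 were at least 2-fold higher, among them *Plat*, tissue plasminogen activator (0.0644 ± 0.235 to 35.3 ± 17.0), *Pth1r* (0.0262 ± 0.144 to 72.7 ± 24.3) and *Cryab* (0.0525 ± 0.243 to 16.9 ± 10.1). At 72 h over 0 h, genes of rRNA processing had a median log2 fold of −0.65 (3 of 19 at least 2-fold lower), protein-coding genes of the mitochondrial genome 0.05, and early stress response genes 0.40 (3 higher and 2 lower of 8). At 12 h the medians of rRNA processing and early stress response lay the other way, at 0.42 and −0.73 (1 higher and 4 lower). Of markers of other lineages, those expressed at 0 h or 72 h were 0 of 7 for mesoderm, 0 of 5 for blood, 0 of 8 for cells like those of the early embryo, 1 of 7 for trophectoderm, 2 of 6 for neuroectoderm, 2 of 7 for fibroblasts and 4 of 7 for the primed epiblast, whose median log2 fold was 0.89 at 12 h (2 at least 2-fold higher and 1 lower) and −0.61 at 72 h (0 and 1). At 48 h, 4 of 8 genes of the early embryo were expressed and at least 2-fold higher than at 0 h (median 1.54), such as *Tcstv3*, which reached a TPM of 1 in 2.44% of the cells, and 1 of 7 mesoderm genes was higher at 24 h and 48 h.

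On the C1 system, *Srgn* had 16.7 ± 8.46 TPM in ES cells (n = 16) and 1246 ± 499.7 in primitive endoderm cells (n = 39), and *Thbd* 0.570 ± 1.25 and 23.5 ± 30.5. Genes of the secretory list were at least 2-fold higher in 18 of 24 cases (median log2 fold 1.50) and S-phase genes at least 2-fold lower in 8 of 20 and higher in 1 (median −0.47). Of 19 genes of rRNA processing 1 was at least 2-fold lower and 0 higher, and of 13 protein-coding genes of the mitochondrial genome none differed 2-fold. In wells of averaged G1 lysate the histone sum was 574 ± 71.6 TPM (n = 9), and in 9 wells of 10 pg of RNA 2572 ± 266. The median squared CV of genes with a mean of 10 to 100 TPM was 0.194 among cells of G1, 0.158 in S and 0.141 in G2/M, against 0.109 among the lysate wells and 0.102 among the 10 pg wells. At 1 ng, 50289 transcripts of RamDA-seq and 51255 of rdRNA-seq had a count of at least 1 (exact permutation test, two-sided, p = 0.3).

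Histone genes had a median log2 fold of −4.93 in RamDA-seq over rdRNA-seq at 1 ng (63 genes). Short transcripts are argued against as the whole cause: 429 other protein-coding genes no longer than 684 bases had a median of −0.40, and 0.47% of them were as low. So is GC content, with a median of −0.26 over 1625 genes of 56.5 to 64.5% GC, and so are both at once (−0.61 over 52 genes). Without scaling beyond library size the histone median was −4.82. Both methods had the same RNA, so no biological explanation was tested, and an effect of the missing tail stays open.

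Genes called higher in RamDA-seq than in SMART-Seq v4 at 10 pg had longer transcripts (median 3704 bases) than genes called lower (950), a ratio of 3.90, with 2674 among genes not called. Transcript length may thus be 1 reason for the difference between the methods. A lack of the poly(A) tail was left undecided: 19.5% of the genes called higher, 13.9% of those called lower and 7.53% of the rest held a transcript of the loose set, and the ratio of 1.40 lies between the bounds set before the test. No biological explanation was tested, since the RNA was the same.

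Some transcripts with counts in RamDA-seq from 10 pg had none in the bulk libraries from 1 µg, and a constant amount of nucleic acid from the reagents, which would give at least 10 times as large a share at 10 pg as at 1 ng, was tested as a candidate explanation. Over 18 such transcripts the summed share was 0.811 times as large (median ratio 1.52, 7 over 10 and 10 under 2), which argues against it for the set as a whole, with *Rps12* leading the sum but not the median. Over 4 such genes the median ratio was 68.04, with 0.276 for *Rps12*, 57.5 for *Gm28635*, 108 for *Ins2* and 78.5 for *Tnf*, which decides nothing. Of the transcripts over 10, *Rps18-001* had 405 counts in SMART-Seq v4 (413 in RamDA-seq), and *Gm28635-001* and *Flna-002* had 27.2 and 12.8 CPM in rdRNA-seq from 1 ng, which speaks against reagents of RamDA-seq as their only source. It stays open for *Ins2*, *Tnf*, *Il6-002* (ratio 181) and *Cad-003*, whose counts at 1 ng round to 0 and give no exact ratio, as these values were seen first. The paper reports that controls without template or without transcriptase gave no library DNA, which speaks against this source; these controls were not analysed here.

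Groups of samples were also split in every other way. For RamDA-seq against SMART-Seq v4 at 10 pg, 1 of 35 splits gave as many calls, the real one (1766, and at most 1 in any other). This is the smallest share that 35 splits allow, and it lies under 0.05. Every other split mixes the methods within a group, which widens the spread and makes calls there unlikely. For primitive endoderm against ES cells the plates pair the means, and only 8 splits part every pair as the real one does, too few for a share under 0.05 (real split 10418, highest other 1). The 27 splits that leave pairs together gave at most 1. For rdRNA-seq against paRNA-seq (real split 2835, highest other 0) and for RamDA-seq against rdRNA-seq at 1 ng (5614 and 0) there are only 10 splits, too few for a share under 0.05.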
